# Distinct von Hippel-Lindau gene and hypoxia-regulated alterations in gene and protein expression patterns of renal cell carcinoma and their effects on metabolism

**DOI:** 10.18632/oncotarget.3456

**Published:** 2015-03-27

**Authors:** Sandra Leisz, Kristin Schulz, Susanne Erb, Peter Oefner, Katja Dettmer, Dimitrios Mougiakakos, Ena Wang, Francesco M. Marincola, Franziska Stehle, Barbara Seliger

**Keywords:** Hypoxia, von Hippel Lindau gene, renal cell carcinoma, cell metabolism, aerobic glycolysis

## Abstract

During the last decade the knowledge about the molecular mechanisms of the cellular adaption to hypoxia and the function of the “von Hippel Lindau” (VHL) protein in renal cell carcinoma (RCC) has increased, but there exists little information about the overlap and differences in gene/protein expression of both processes. Therefore the aim of this study was to dissect VHL- and hypoxia-regulated alterations in the metabolism of human RCC using ome-based strategies. The effect of the VHL- and hypoxia-regulated altered gene/protein expression pattern on the cellular metabolism was analyzed by determination of glucose uptake, lactate secretion, extracellular pH, lactate dehydrogenase activity, amino acid content and ATP levels. By employing VHL^−^/VHL^+^ RCC cells cultured under normoxic and hypoxic conditions, VHL-dependent, HIF-dependent as well as VHL-/HIF-independent alterations in the gene and protein expression patterns were identified and further validated in other RCC cell lines. The genes/proteins differentially expressed under these distinct conditions were mainly involved in the cellular metabolism, which was accompanied by an altered metabolism as well as changes in the abundance of amino acids in VHL-deficient cells. In conclusion, the study reveals similarities, but also differences in the genes and proteins controlled by VHL functionality and hypoxia thereby demonstrating differences in the metabolic switch of RCC under these conditions.

## INTRODUCTION

Renal cell carcinoma (RCC) represents approximately 2–3% of all cancers worldwide. It is a heterogeneous disease with an increasing incidence and more than 100.000 deaths per year [1]. While localized RCC can be cured by surgery, inoperable RCC is resistant to chemotherapy and radiotherapy and about 15% of patients respond to immunotherapy. Angiogenesis plays an important role in RCC development and progression as evidenced by the molecular genetics of the autosomal dominant von Hippel Lindau (VHL) syndrome and the clear cell RCC (ccRCC) subtype. Drugs targeting angiogenic factors have revolutionized the therapy of ccRCC and led to a marked survival benefit in patients with metastatic disease [2]. However, RCC patients often develop resistances to these drugs.

The ccRCC is often associated with a loss of the VHL gene function due to its deletion on chromosome 3p, loss of heterozygosity, promoter methylation or missense mutations. VHL mutations occur in approximately 50% of sporadic ccRCC, which prevent the VHL-mediated degradation of the hypoxia-inducible factor (HIF)α under normoxic conditions. This is also the case by hypoxia, which prevents binding of the prolylhydroxylase (PHD) to HIFα, thereby leading to the induction of HIF targets. More than 2% of human genes are directly or indirectly regulated by HIF [3]. These HIF targets modulate transcriptional regulation, cell proliferation, survival, apoptosis, motility, cytoskeletal structure, cell adhesion, angiogenesis and cellular metabolism [4]. In ccRCC, HIF1α is often not expressed, while HIF2α adopts its function [5]. Lack of VHL function or hypoxia cause a metabolic switch to aerobic glycolysis [6]. This is associated with a high glucose influx, a decreased gluconeogenesis and an increased lactate concentration in the tumor microenvironment, which is associated with an impaired immune recognition [7, 8] due to changes in the activity and function of T cells, NK cells and dendritic cells (DC) [9–12].

Generally, loss of VHL function or hypoxia has been postulated to cause identical alterations in gene/protein expression and function. However, this study identified differences in the VHL- and hypoxia-induced pathways by determining the mRNA and protein expression pattern of VHL^−^ RCC cell lines and their VHL transfectants in the presence and absence of hypoxia using cDNA microarrays, 2DE-based proteomics, and metabolomics. Selected differentially expressed genes and proteins were further validated and subjected to functional analysis.

## RESULTS

### Characterization of the different VHL model systems

The mRNA and protein expression levels of VHL were determined under both normoxic and hypoxic conditions in the VHL^−^ cell lines 786-O, RCC4 and RCC10 and their VHL transfectants using qPCR (Figure 1A) and Western blot analysis (Figure 1B), respectively. Expression of VHL protein was only detectable in VHL transfectants and did not significantly differ between normoxia and hypoxia. Over-expression of VHL led to a degradation of HIF2α protein during normoxia and to its stabilization under hypoxia (Figure 1B). Subsequently, transcription levels of the HIF2α target gene GLUT 1 were reduced by 2.1 to 5-fold under normoxia in the VHL^+^ RCC cells when compared to VHL^−^ RCC cells. In contrast, hypoxia caused a 3.5 to 5.9-fold up-regulation of GLUT1 expression in VHL^+^ RCC cells when compared to normoxia (Figure 1C).

**Figure 1:**
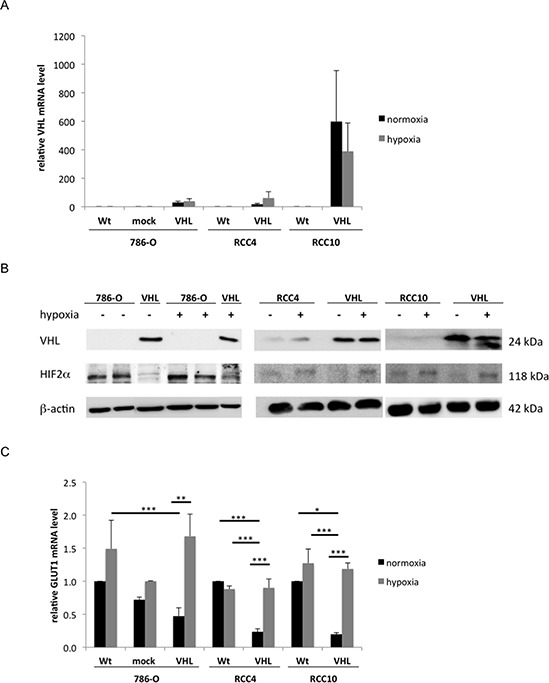
Restoration of functional VHL expression in 786-O, RCC4 and RCC10 cells **(A)** VHL^−^ cells were stably transfected with a VHL overexpression vector or vector backbone. The bulk cultures were analysed for VHL mRNA expression after 24 h incubation during normoxia or hypoxia (1% O_2_) conditions using qPCR. The data was normalized to β-actin expression and the expression of wild type cells incubated under normoxia was set to 1. **(B)** Western blot analysis of VHL and HIF2α protein in wt 786-O, RCC4, and RCC10 cells and their respective transfectants during normoxia and hypoxia. Immunostaining was performed with a VHL- and HIF2α-specific antibody as described in the experimental procedures. Equal amount of protein loading was controlled by immunostaining using β-actin-specific antibody. A representative result of three independent biological replicates is shown. **(C)** mRNA expression of HIF2α target gene GLUT1 in VHL^−^ and VHL^+^ cells during normoxia and hypoxia oxygen conditions was measured by qPCR and normalized to β-actin. The expression level of wt RCC cells was set to 1.

### Identification of VHL- and hypoxia-induced genes

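The RCC line 786-O lacks functional VHL, the substrate-binding part of a ubiquitin ligase that marks the HIFα subunits for degradation. Untransfected 786-O cells (VHL-) and 786-O cells carrying a VHL expression vector (VHL+) were kept for 24 h under normoxia or at 1% O_2_. Total RNA of 2 biological replicates, as the labels name them, of each of the 4 groups was hybridized to Affymetrix gene arrays (8 arrays). VHL itself, the transfected gene, had log2 signals of 8.24 and 8.43 on the arrays of VHL- cells under normoxia and 8.23 and 8.51 in VHL- cells under hypoxia. It had 8.85 and 8.86 in VHL+ cells under normoxia and 9.08 and 9.16 in VHL+ cells under hypoxia. Its log2 fold change in VHL+ vs. VHL- cells was 0.52 (SE 0.14, adjusted p = 0.0398) under normoxia and 0.75 (SE 0.14, adjusted p = 0.00211) under hypoxia. EPAS1, which encodes HIF2α, had a log2 fold change of -0.77 (SE 0.18, adjusted p = 0.0146) with VHL under normoxia, with an adjusted p of 0.0520 after quantile normalization. HIF1A had a log2 fold change of -1.95 (SE 0.14, adjusted p = 4.82e-08). Under normoxia, VHL did not pass when VHL- normoxia replicate 1 or 2, VHL+ normoxia replicate 1 or 2 or VHL+ hypoxia replicate 1 or 2 was left out (adjusted p from 0.0822 to 0.436). EPAS1 did not pass when VHL+ hypoxia replicate 1 or 2 was left out (adjusted p = 0.111). Under hypoxia, VHL did not pass when VHL+ hypoxia replicate 1 or 2 was left out (adjusted p from 0.0729 to 0.0787). ACTB, which the qPCR used as reference, had a log2 fold change of 0.03 with VHL under normoxia (adjusted p = 1.00). The values analysed are log2 signals after RMA for 33297 transcript clusters, of which 19460 carry 1 gene symbol, 1754 several and 12083 none here. Each of 18417 genes was represented by its cluster with the highest mean signal. Each comparison was tested with limma in 1 fit over the 4 groups, and transcripts at an adjusted p under 0.05 were called differentially expressed. Leaving out an array of a group outside a comparison keeps the log2 fold changes of that comparison. Only the spread that limma estimates, and with it the adjusted p, then moves. The comparisons, the 22 gene lists and the rule for the genes named were fixed before the data were examined, though the values of Table S2 had been seen, and the lists were tested with camera at a preset correlation of 0.01. With a correlation estimated for each list from the arrays, the lowest adjusted p of any list in any comparison was 0.123, so no call of a list was kept under that setting. The median log2 fold change of all transcript clusters was -0.12 for hypoxia in VHL- cells, 0.16 for VHL under hypoxia and 0.21 for the difference between the hypoxia effects of the cell types. It lay within 0.01 of 0 after quantile normalization. Changes of gene lists are therefore given relative to the median of all genes, and calls after quantile normalization stand beside the others. The VHL- cells are labelled as untransfected, so effects of the transfection and of selection cannot be separated from those of VHL, and the number of arrays limits the precision.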

The gene expression pattern of VHL^−^ and VHL^+^ 786-O cells was determined under normoxic and hypoxic conditions. The levels of gene expression significantly differed between the cell systems and culture conditions used (Table S2). 

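Over both oxygen conditions, MMP2 and VCAM1 were among the 5 largest falls with VHL, and GSTP1 and FLG among the 5 largest rises. VCAM1, an adhesion molecule for leukocytes, had a log2 fold change of -3.35 (SE 0.19, adjusted p = 5.13e-13) with VHL, and MMP2, a gelatinase, one of -3.60 (SE 0.15, adjusted p = 1.62e-15). GSTP1, which conjugates glutathione to electrophiles, rose with VHL by 4.13 (SE 0.13, adjusted p = 1.84e-18), and FLG, the gene of filaggrin, by 3.24 (SE 0.15, adjusted p = 1.44e-14). With hypoxia over both cell types, the hypoxia-inducible gene NDRG1 had the largest rise (1.67, SE 0.16, adjusted p = 2.57e-06), and NUPR1, a stress-induced transcription regulator (1.23), and the glucose transporter gene SLC2A1 (1.01) were higher too. PSAT1, an enzyme of serine synthesis (0.82), and SPNS2, a sphingosine-1-phosphate transporter (0.83), were also higher. HOXA2 (-0.57), IL1R1, a receptor of interleukin-1 (-0.53), and ASF1A, a histone chaperone (-0.53), were lower. ASF1A did not pass when VHL+ normoxia replicate 2 or VHL+ hypoxia replicate 1 or 2 was left out (adjusted p from 0.0569 to 0.422). After quantile normalization these 8 genes had adjusted p values from 0.136 to 0.379. Over all clusters, 1649 had an unadjusted p under 0.05 for hypoxia before quantile normalization and 3020 after it (limma). With 33297 clusters tested, 1649 is no more than chance alone gives on average at this threshold. In the fit over the 4 groups, limma's prior degrees of freedom were 14.0 before and 2.82 after it. VHL status went with 3531 higher and 1239 lower transcript clusters (limma with oxygen as covariate), and with 2798 higher and 2530 lower after quantile normalization. Hypoxia, with VHL status as covariate, went with 37 higher and 20 lower clusters, and with 1 higher and 2 lower after quantile normalization. The first principal component held 50.8% of the variance and placed the 4 arrays of VHL+ cells between 13.0 and 33.0 and those of VHL- cells between -38.2 and -19.7. When VHL+ hypoxia replicate 1 was left out, the calls fell to 2422 for VHL and, for hypoxia, to 0 (limma, against 1649 clusters at an unadjusted p under 0.05 with all arrays). Without each of the other 7 arrays in turn, hypoxia gave 106 to 264 calls. With the replicate number as a block, hypoxia called 328 clusters.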

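COL6A3 and NID2 were among the genes with the largest falls with VHL under normoxia. COL6A3, a chain of collagen VI, had a log2 signal of 10.65 ± 0.26 (SD, n = 2) in VHL- and 6.40 ± 0.04 (SD, n = 2) in VHL+ cells, a log2 fold change of -4.25 (SE 0.16, adjusted p = 1.09e-11). NID2, a basement membrane protein that binds laminin and collagen IV, had 10.44 ± 0.14 (SD, n = 2) in VHL- and 6.38 ± 0.08 (SD, n = 2) in VHL+ cells, a log2 fold change of -4.06 (SE 0.14, adjusted p = 2.91e-12) and a 16.7-fold lower signal. Under hypoxia the NID2 signal was 11.2-fold lower. The glutamine transporter gene SLC38A5 fell by 4.01 on the log2 scale, MMP2 by 3.87, and VCAM1 by 3.40. The chemokine genes CXCL8 and CXCL1 (-3.36 and -3.32), the acute-phase gene SAA2 (-3.31), the aminopeptidase gene ANPEP (-3.22) and the ceruloplasmin gene CP (-3.16) complete the 10 largest falls. GSTP1 had a log2 signal of 7.81 ± 0.30 (SD, n = 2) in VHL- and 11.75 ± 0.11 (SD, n = 2) in VHL+ cells, a 15.3-fold higher signal (log2 fold change 3.94, SE 0.18, adjusted p = 1.01e-10). RAB31, a small GTPase of vesicle transport, had 6.57 ± 0.11 (SD, n = 2) in VHL- and 10.12 ± 0.18 (SD, n = 2) in VHL+ cells, a log2 fold change of 3.54 (SE 0.15, adjusted p = 2.73e-11) and an 11.7-fold higher signal. Under hypoxia the RAB31 signal was 11.9-fold higher. FLG (3.25), PLXDC2 (2.81), NIPAL2 (2.59), the small heat shock protein gene CRYAB (2.49), MDGA2 (2.31), the aminopeptidase gene ENPEP (2.30), KLHL13 (2.25) and NLGN1, a synaptic adhesion gene (2.14), complete the 10 largest rises. The signals of COL6A3, NID2, SLC38A5 and ANPEP in VHL+ cells and of RAB31, PLXDC2, CRYAB, MDGA2 and NLGN1 in VHL- cells lie below the median of their own array on each of those arrays. Under normoxia those of VCAM1, SAA2 and CP in VHL+ and of FLG and KLHL13 in VHL- cells do so on 1 of the replicates. No background was measured, and where such a signal is background the fold is a lower bound. All of these genes also passed the threshold after quantile normalization (highest adjusted p = 0.0377). NLGN1 did not pass when VHL+ hypoxia replicate 1 or 2 was left out (adjusted p = 0.0566).

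**Figure D1:**
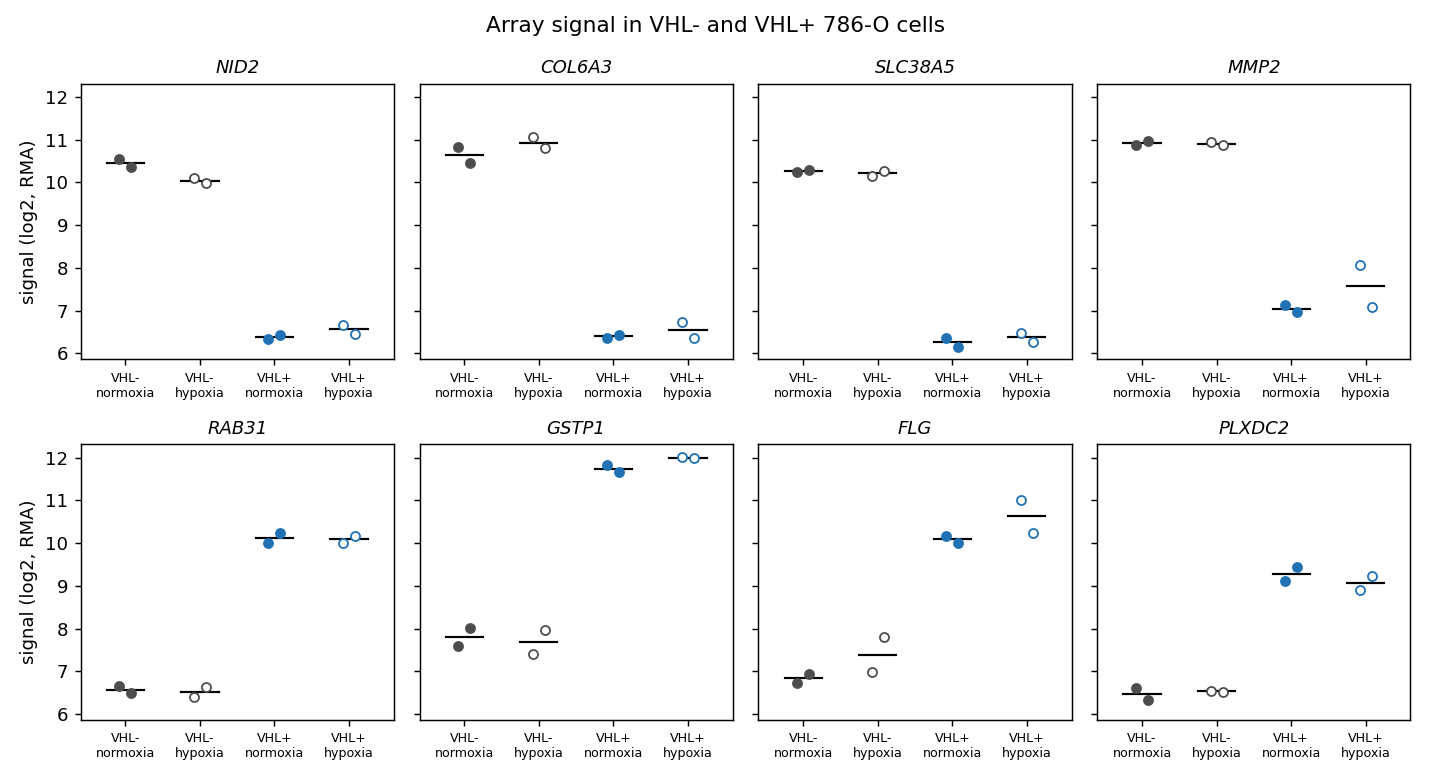
Log2 signal after RMA (vertical axis) of 8 genes on each of the 8 arrays, by cell type and oxygen condition. Points are single arrays (grey VHL-, blue VHL+, filled normoxia, open hypoxia) and lines are the means of 2 replicates. NID2 lies between 9.98 and 10.54 in VHL- and between 6.33 and 6.67 in VHL+ cells, and RAB31 between 6.41 and 6.65 in VHL- and between 9.99 and 10.24 in VHL+ cells.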

Some genes were down-regulated up to approximately 60-fold (NID2), while others were up-regulated to approximately 25-fold (RAB31) depending on the conditions analysed.

The most differentially expressed transcripts with *n* = 1202 and *n* = 1292, respectively, were found upon comparison of VHL^+^ with VHL^−^ cells under normoxia and hypoxia (Table S3). 

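HIF target genes, whose promoters HIF binds, fell together with VHL under normoxia. Of 34 measured genes, 17 were lower and none was higher in limma (21 lower adjusted over the list alone), with a median log2 fold change of -0.66 relative to all genes (camera, adjusted p = 4.30e-16, and adjusted p = 0.256 with an estimated correlation). LOX, which cross-links collagen (-2.70), DDIT4, an inhibitor of mTORC1 (-2.44), the peptide hormone gene ADM (-1.64) and the lipid droplet gene HILPDA (-1.54) fell most. After quantile normalization LOX and HILPDA had adjusted p values of 0.0607 and 0.0611. Of 11 HIF2A targets of renal carcinoma, 6 were lower and none was higher (6 lower adjusted over the list alone), among them CCND1, the gene of cyclin D1 (-1.58), VEGFA (-1.49), NDRG1 (-1.47) and SLC2A1 (-1.08). Their median relative to all genes was -0.74 (camera, adjusted p = 1.38e-06, and adjusted p = 0.256 with an estimated correlation). Of 23 inflammatory cytokine and NF-kB target genes, 9 were lower and none was higher (11 lower adjusted over the list alone), with IL6 at -2.85 and CXCL5 at -1.93 (camera, adjusted p = 1.91e-13, and adjusted p = 0.256 with an estimated correlation). Matrix metalloproteases and their inhibitors had 4 lower and no higher gene of 22 (2 higher and 5 lower adjusted over the list alone), with ADAM12 at -2.33 and MMP13 at -1.49 (camera, adjusted p = 0.00197, and adjusted p = 0.623 with an estimated correlation). Matrix and basement membrane genes went both ways, 6 higher and 6 lower of 33 (8 higher and 7 lower adjusted over the list alone), for example COL4A1, a chain of collagen IV (1.87), and FBN1, the gene of fibrillin (-2.09). With all arrays and no block the list did not pass camera (adjusted p = 0.453). It passed as lower with the replicate number as a block (adjusted p = 0.00245) and when VHL- normoxia replicate 1 or 2 was left out (adjusted p from 0.00126 to 0.00966). The signals of LOX, FBN1 and MMP13 in VHL+ cells lie below their arrays' medians. Of 26 interferon-stimulated genes, 5 were higher and 1 lower (6 higher and 1 lower adjusted over the list alone), with BST2, which tethers virions, at 1.64 and IFITM3 at 0.99. LOX, HILPDA, VEGFA, BST2 and IFITM3 did not pass when VHL+ hypoxia replicate 1 or 2 was left out (adjusted p from 0.0501 to 0.149). Camera gave an adjusted p of 0.0223, 0.0904 after quantile normalization, 0.157 with median centring and 0.0509 without dim clusters (adjusted p = 0.623 with an estimated correlation).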

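Under hypoxia, 14 of the 26 interferon-stimulated genes were higher in VHL+ than in VHL- cells and none was lower (16 higher adjusted over the list alone), and 5 were higher after quantile normalization. IFI27 had a log2 fold change of 1.43 and IFITM1 one of 1.66, for which the adjusted p was 0.0563 after quantile normalization. The list passed camera (adjusted p = 0.000118, and adjusted p = 0.364 with an estimated correlation), but had an adjusted p of 0.0632 when VHL+ hypoxia replicate 2 was left out. HIF target genes were lower as a list under hypoxia too (median -0.32 relative to all genes), with 1 higher and 6 lower gene calls (2 higher and 7 lower adjusted over the list alone, with a camera adjusted p of 1.02e-10, and adjusted p = 0.364 with an estimated correlation), with DDIT4 at -2.37. The HIF2A targets had 1 higher and 1 lower gene (1 higher and 1 lower adjusted over the list alone), and their camera adjusted p of 0.00420 became 0.0717 after quantile normalization and 0.0553 with median centring (adjusted p = 0.438 with an estimated correlation). Camera placed the list lower relative to all genes, while their median log2 fold change was 0.12 and their mean -0.04. IFITM1 did not pass when VHL+ hypoxia replicate 2 was left out (adjusted p = 0.0843). DDIT4 did not pass when VHL+ hypoxia replicate 1 was left out (adjusted p = 0.0712). Of the cytokine and NF-kB target genes, 3 were higher and 4 lower under hypoxia (4 higher and 8 lower adjusted over the list alone), and 5 were lower after quantile normalization, with IL6 at -2.18 (camera, adjusted p = 8.80e-09, and adjusted p = 0.364 with an estimated correlation). In all, 690 transcript clusters were higher and 897 lower with VHL under normoxia, and 899 higher and 906 lower after quantile normalization. Under hypoxia 3437 were higher and 436 lower, and 920 higher and 911 lower after quantile normalization, which brought the share of higher calls from 88.7% to 50.2%. Leaving out VHL+ hypoxia replicate 1 or 2 brought the calls to 473 each time under normoxia and to 256 and 597 under hypoxia. When VHL- hypoxia replicate 1 or 2 was left out, there were 2551 calls each time under normoxia, and without replicate 1 there were 2313 under hypoxia. The replicate number as a block gave 2518 calls under normoxia.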

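Many of the genes with the largest changes with VHL changed in both oxygen conditions. Under hypoxia, COL6A3 had a log2 fold change of -4.38, SLC38A5 one of -3.84 and GSTP1 one of 4.32 in VHL+ vs. VHL- cells. KRT19, a keratin of simple epithelia, had log2 fold changes of -3.12 with VHL under normoxia and -2.78 under hypoxia, and TAGLN, an actin-binding protein of smooth muscle, had 1.92 and 2.65. HIF1A was lower under hypoxia too (-2.02, SE 0.14, adjusted p = 4.56e-08), as were FBN1 (-2.43) and ADAM12 (-2.15), and COL4A1 was higher (2.25). EREG, a ligand of the EGF receptor (-2.82), and SRPX (-2.85) were among the largest falls under hypoxia. In VHL+ cells the signals of COL6A3, SLC38A5 and FBN1 lie below their arrays' medians, as does that of TAGLN in VHL- cells. EREG did not pass when VHL+ hypoxia replicate 1 was left out (adjusted p = 0.0585). SRPX did not pass when VHL+ hypoxia replicate 1 or 2 was left out (adjusted p from 0.0648 to 0.0763). In all, 1058 transcript clusters passed the threshold the same way under normoxia and under hypoxia, 676 of them higher and 382 lower with VHL. From the numbers of calls alone 83.0 are expected, and 3 clusters passed in opposite directions. The comparisons share no array, and simulated arrays with no difference between groups gave a mean of 0.280 and at most 2 shared calls in 100 simulations. After quantile normalization 1218 clusters passed the same way, 595 higher and 623 lower. Across transcript clusters, which are not independent replicates, the log2 fold changes of the oxygen conditions had a Pearson correlation of 0.846. Without VHL+ hypoxia replicate 1 or 2 the shared calls fell to 180 and 219, and without VHL+ normoxia replicate 1 they rose to 1689. With a block for the replicate number 1707 were shared.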

The overlapping genes (662 genes, Figure S1, Table S4) of these groups represent putative VHL-regulated genes.

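Metabolic genes were read through 8 of the lists, which cover glycolysis, the citric acid cycle, the respiratory chain, lactate and pH handling, amino acid synthesis, amino acid transport, defence against reactive oxygen species, and lipid synthesis. Genes of lipid and cholesterol synthesis were lower with VHL under normoxia. Of these genes 4 of 19 were lower and none was higher in limma (7 lower adjusted over the list alone), and the list passed camera (adjusted p = 0.00318, and adjusted p = 0.623 with an estimated correlation). The lower genes were the cholesterol synthesis gene DHCR7 (-0.91), the desaturase gene SCD (-0.90, adjusted p = 0.113 after quantile normalization) and the fatty acid synthesis genes ACACA (-0.60) and ACLY (-0.54). Of 34 genes of reactive oxygen species and glutathione, 5 were higher and 2 lower (7 higher and 4 lower adjusted over the list alone). GSTM3 had a log2 fold change of -1.72, the mitochondrial superoxide dismutase gene SOD2 one of -1.31 and GSTT1 one of 0.81. The list's adjusted p was 0.0225 in camera, 0.0859 after quantile normalization, and adjusted p = 0.746 with an estimated correlation. In the citric acid cycle, IDH3G was higher (0.62) and ACO1 lower (-0.55) of 23 genes (4 higher and 1 lower adjusted over the list alone, with a camera adjusted p of 0.0258, 0.157 after quantile normalization, and adjusted p = 0.746 with an estimated correlation). The call of the reactive oxygen species list also ended without VHL- normoxia replicate 1 (0.181) or VHL+ normoxia replicate 1 (0.0723), with median centring (0.0589) and without dim clusters (0.117). That of the citric acid cycle ended without VHL- normoxia replicate 1 (0.0952) or 2 (0.113) or VHL+ normoxia replicate 2 (0.107), and under 4 more settings, with adjusted p values from 0.0526 to 0.127. Of 69 nuclear genes of the respiratory chain, 2 were higher, NDUFS1 (0.55) and NDUFA7 (0.62, adjusted p = 0.0535 after quantile normalization) of complex I, and 1 was lower, UQCRC1 of complex III (-0.53) (2 higher and 1 lower adjusted over the list alone, with a camera adjusted p of 0.428). Of 18 glycolytic enzymes, HK2, a hexokinase, was lower (-0.90) and none was higher (2 lower adjusted over the list alone, with a camera adjusted p of 0.386). SLC16A7, a lactate and pyruvate transporter, had a log2 fold change of 1.74 (adjusted p = 0.00181, 0.0644 after quantile normalization) and the carbonic anhydrase gene CA12 was lower (adjusted p = 0.00279), as the called genes of 10 of lactate and pH handling (2 higher and 1 lower adjusted over the list alone, with a camera adjusted p of 0.453). In amino acid synthesis SHMT1 (0.87) and OAT (0.74) were higher and ASS1 (-0.60) lower of 20 genes (4 higher and 4 lower adjusted over the list alone, with a camera adjusted p of 0.818). Of 21 amino acid transporters only SLC38A5 passed in limma (1 lower adjusted over the list alone, with a camera adjusted p of 0.201). As a list, the transporters passed as lower with the replicate number as a block (adjusted p = 0.0119) and when VHL- normoxia replicate 1 was left out (adjusted p = 0.000344). Lactate and pH handling passed as higher when VHL- normoxia replicate 2 was left out (adjusted p = 0.0440). The signals of GSTM3 and SLC38A5 in VHL+ cells lie below their arrays' medians. ACACA, ACLY, SOD2, GSTT1, IDH3G, ACO1, NDUFS1, NDUFA7, UQCRC1, SLC16A7, CA12, SHMT1, OAT and ASS1 each did not pass in 1 or more of the fits that left out VHL- normoxia replicate 1 or 2, VHL+ normoxia replicate 1 or 2 or VHL+ hypoxia replicate 1 or 2 (adjusted p from 0.0522 to 0.402). SOD2 had -0.87 without VHL+ normoxia replicate 1, NDUFS1 0.37 without replicate 2, and OAT 0.48 without VHL- normoxia replicate 2. Together these lists hold 212 measured genes, of which 11 were higher and 12 lower with VHL under normoxia. This is 10.8% against 6.57% of all genes (11.8% and 7.63% after quantile normalization). With VHL under hypoxia, where 88.7% of calls over all clusters were higher, 51 of these 212 genes were higher and 7 lower. This is 27.4% against 16.0% of all genes (14.6% and 7.80% after quantile normalization). With hypoxia, 3 of them were called in VHL- and 2 in VHL+ cells, 1.42% against 0.0760% and 0.943% against 0.244% of all genes, calls that quantile normalization ended. The lists are not the paper's functional classes, and the difference between the shares was not tested.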

The greatest proportion of differentially expressed genes mediated by VHL expression (24%; Figure 2A) and hypoxia (28%; Figure 2B) exert a metabolic function. Figure 2C summarizes the hierarchical clustering of the differentially expressed metabolic genes in VHL-deficient vs. VHL-expressing cells under normoxia and/or hypoxia (*p* < 0.05). 

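In VHL- cells under hypoxia, 3 of 20 genes of amino acid synthesis were higher and none was lower in limma. CTH, which makes cysteine from cystathionine, had a log2 fold change of 1.65 (SE 0.26, adjusted p = 0.0181), the asparagine synthetase gene ASNS one of 1.31 (SE 0.18, adjusted p = 0.00571) and PSAT1 one of 1.26 (SE 0.20, adjusted p = 0.0213). NUPR1 (1.66), the mitochondrial PEPCK gene PCK2 (1.09) and NDRG1 (1.07) were also higher. The histone genes H2BC14 (-1.29), H3C12 (-1.13), H2BC3 (-0.94), H4C4 (-0.90) and H1-3 (-0.83) were lower. TNFRSF11B, the gene of osteoprotegerin (-1.19), FIGN (-0.79) and the metalloprotease gene ADAMTS1 (-0.75) were lower too. After quantile normalization these 6 higher and 8 lower genes had log2 fold changes of the same sign and adjusted p values from 0.228 to 0.667. The list of amino acid synthesis passed camera (adjusted p = 3.53e-13, 7 higher adjusted over the list alone), as did the unfolded protein and amino acid stress response (1.50e-15, 5 higher adjusted over the list alone) and HIF target genes (4.58e-13, 4 higher adjusted over the list alone). Each of these had adjusted p = 0.255 with an estimated correlation. Their medians relative to all genes were 0.16, 0.26 and 0.15. Amino acid transporters were higher as a list relative to all genes, with a median of 0.07 (5 higher and 1 lower adjusted over the list alone, with a camera adjusted p of 2.57e-07, and adjusted p = 0.255 with an estimated correlation). Before that subtraction their median log2 fold change was -0.04 and their mean 0.13. Cell cycle genes were lower, with a median of -0.17 (3 lower adjusted over the list alone, with a camera adjusted p of 5.58e-05, and adjusted p = 0.533 with an estimated correlation). In all, 7 transcript clusters were higher and 15 lower in limma, and 0 passed after quantile normalization (1765 and 1906 at an unadjusted p under 0.05). Each of the 8 arrays, left out in turn, moved the number of calls by over 1.5 times, from 2 without either VHL+ hypoxia replicate to 282 without VHL- hypoxia replicate 2. With the replicate number as a block there were 220 calls. None of the 14 genes passed without VHL+ hypoxia replicate 1 or 2 (adjusted p from 0.538 to 0.671). H4C4, H1-3, FIGN, ADAMTS1 and PCK2 each did not pass in 1 or more of the fits that left out VHL- normoxia replicate 1 or 2 (adjusted p from 0.0562 to 0.0927). Without VHL- normoxia replicate 1, CTH had 0.99 and PSAT1 0.84. The arrays of VHL+ cells are not part of this comparison. Leaving 1 of them out changed no log2 fold change here, only the estimated spread.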

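A further group of genes was lower with VHL under normoxia and higher with hypoxia in VHL+ cells. The log2 fold changes with VHL and then with hypoxia were -1.01 and 1.06 for the hormone gene STC2. They were -1.30 and 1.23 for the laminin gene LAMB3 and -1.16 and 1.07 for ARRDC3. STC2, ARRDC3 and TNIP1 were chosen after their values were seen. SLC2A1, HK2, CA12, ADM and NDRG1 belong to it too, with hypoxia log2 fold changes of 0.97 for HK2, 1.13 for CA12 and 1.19 for ADM. The values were -1.38 and 0.97 for NFKBIA, an inhibitor of NF-kB, -1.63 and 1.28 for TNFAIP3, -1.11 and 0.85 for TNIP1 and 1.84 with hypoxia for CXCL8. The cytokine gene IL18 went the other way, at 2.00 and -0.93. In all, 27 transcript clusters were lower with VHL and higher with hypoxia and 1 the reverse, where 1.37 are expected from the numbers of calls. Because the arrays of VHL+ cells under normoxia enter both comparisons, simulated arrays without group differences were compared. They gave a mean of 1.17 and at most 7 such clusters in 100 simulations. With no VHL effect simulated, they cannot give the number that the shared arrays would produce beside real VHL effects. Over all clusters, which are not independent replicates, the log2 fold changes of the comparisons had a Pearson correlation of -0.149, closer to 0 than the mean of -0.500 in these simulations. Their covariance of -0.00637 was also closer to 0 than the simulated -0.0115, while after quantile normalization it was -0.00822 against -0.00704. After quantile normalization 1 remained past both thresholds, NDRG1 (adjusted p = 0.00226 with VHL and 0.0129 with hypoxia). With VHL+ hypoxia replicate 1 or 2 left out, the number was 0 (limma, where 2052 clusters had an unadjusted p under 0.05 for hypoxia with all arrays) or 1, and it reached 129 without VHL+ normoxia replicate 2. NFKBIA also had an adjusted p of 0.0672 with hypoxia without VHL+ normoxia replicate 1. A block for the replicate number brought the opposite clusters to 140.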

The number of VHL-independent, hypoxia-regulated genes (194 regulated cDNAs) was much lower (Table S2), but the lowest number was found for putative HIF2α–regulated genes (28 genes, Table S4). These data indicated distinct VHL-, hypoxia- as well as HIF-independent regulated processes.

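In VHL+ cells, hypoxia raised NDRG1 most, with a log2 fold change of 2.28 (SE 0.14, adjusted p = 1.48e-07), and the endothelin gene EDN2 (2.00) and SLC2A1 (1.49, SE 0.16, adjusted p = 0.000351) were higher too. GAL3ST1, a sulfotransferase of kidney glycolipids (1.47), APOL1 (1.38), TRIB3, a target of the amino acid stress response (1.33), and SPNS2 (1.32) rose as well. Of 34 HIF target genes, 6 were higher and none was lower (15 higher adjusted over the list alone), with a median of 0.30 relative to all genes (camera, adjusted p = 2.88e-21, and adjusted p = 0.124 with an estimated correlation). HIF2A targets had 2 higher and no lower gene (7 higher adjusted over the list alone, with a camera adjusted p of 1.49e-12, and adjusted p = 0.123 with an estimated correlation). Of the interferon-stimulated genes, OAS3 (0.87) and USP18 (0.93) were higher (11 higher adjusted over the list alone, with a camera adjusted p of 2.11e-11, and adjusted p = 0.123 with an estimated correlation). Of the cytokine and NF-kB target genes 4 were higher (12 higher adjusted over the list alone, with a camera adjusted p of 1.42e-09, and adjusted p = 0.225 with an estimated correlation), with CSF1 at 0.82. The unfolded protein and amino acid stress response was higher as a list with a median of 0.34 (9 higher adjusted over the list alone, with a camera adjusted p of 6.46e-11, and adjusted p = 0.225 with an estimated correlation). So were lipid and cholesterol synthesis, with a median of 0.19 (3 higher adjusted over the list alone, with a camera adjusted p of 0.000159, and adjusted p = 0.313 with an estimated correlation). Glycolytic enzymes had a median of 0.09 and passed too (1 higher adjusted over the list alone, with a camera adjusted p of 0.00231, and adjusted p = 0.609 with an estimated correlation). The calls of 3 of these lists ended when VHL+ hypoxia replicate 2 was left out, with adjusted p values of 0.745 for glycolytic enzymes and 0.0558 for both the interferon-stimulated genes and the stress response. In all, 50 transcript clusters were higher and 1, IL18, lower in limma. After quantile normalization NDRG1 alone passed, with 1815 clusters at an unadjusted p under 0.05. In the fits without VHL+ hypoxia replicate 1 or 2 the calls fell to 0 and 4, and they reached 354 without VHL+ normoxia replicate 2. With the replicate number as a block 336 were called. NDRG1 did not pass when VHL+ hypoxia replicate 1 was left out (adjusted p = 0.0505). The other genes named, from EDN2 to CSF1, passed in neither fit, and CSF1 had an adjusted p of 0.278 without VHL+ normoxia replicate 1.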

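With all arrays, the hypoxia effect was larger in VHL+ than in VHL- cells for HIF target genes (median difference 0.16 relative to all genes), with an adjusted p of 7.53e-06 by camera on the interaction and adjusted p = 0.528 with an estimated correlation. It was also larger for HIF2A targets (0.36, 1.47e-07) and for cytokine and NF-kB target genes (0.35, 1.47e-07), both with adjusted p = 0.320 with an estimated correlation. Without VHL+ hypoxia replicate 2, these lists did not pass, with adjusted p values of 0.698, 0.122 and 0.292. Adjusted over the list alone, 7, 5 and 11 genes of these lists passed. Over all transcript clusters the interaction called 2, both with no gene symbol here, and none after quantile normalization in limma (1869 and 963 at an unadjusted p under 0.05). It called 98 with the replicate number as a block, among them SLC2A1 (0.95, adjusted p = 0.0128) and TGM2 (0.96, adjusted p = 0.00986). Both also passed in limma with a trend and robust estimation (adjusted p = 0.00187 and 0.00579). With neither setting their adjusted p values in limma were 0.466 and 0.651. For named genes gained with the block, the adjusted p followed the size of the log2 fold change alone within each comparison. Of the 28 genes that Table S4 lists as shared by the VHL and the hypoxia comparison, 24 were measured on a cluster with 1 symbol. Among them 13 had opposite signs in the comparisons, and 6 were lower with VHL: HIF1A, TMEM43 (-0.94), MORC4 (-0.78), the adenylate kinase gene AK4 (-0.78), CDS2 (-0.59) and the collagen receptor gene DDR1 (-0.53). With VHL, AK4 did not pass when VHL+ normoxia replicate 1 or VHL+ hypoxia replicate 1 or 2 was left out (adjusted p from 0.0521 to 0.109). CDS2 and DDR1 did not pass when VHL- normoxia replicate 1 or 2, VHL+ normoxia replicate 1 or VHL+ hypoxia replicate 1 or 2 was left out (adjusted p from 0.0567 to 0.272). With hypoxia in VHL+ cells none of the 24 passed in limma, and the lowest adjusted p was 0.133 for HOXA2, which had a log2 fold change of -0.58. HOXA2 passed with the replicate number as a block (adjusted p = 0.0329) and when VHL- hypoxia replicate 1 or 2 was left out (adjusted p = 0.0312), and SIRPA with the replicate number as a block (adjusted p = 0.0377) and when VHL- hypoxia replicate 1 or 2 or VHL+ normoxia replicate 2 was left out (adjusted p from 0.0366 to 0.0410). At an unadjusted p under 0.005, 3 passed. Among them TMEM43 (0.55 with hypoxia, adjusted p = 0.207 in limma) also passed with VHL, in the opposite direction. The list was chosen by the paper on these arrays and is not independent evidence of its direction. From these data, the paper proposes distinct VHL-, hypoxia- and HIF-independent regulated processes.

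**Figure D2:**
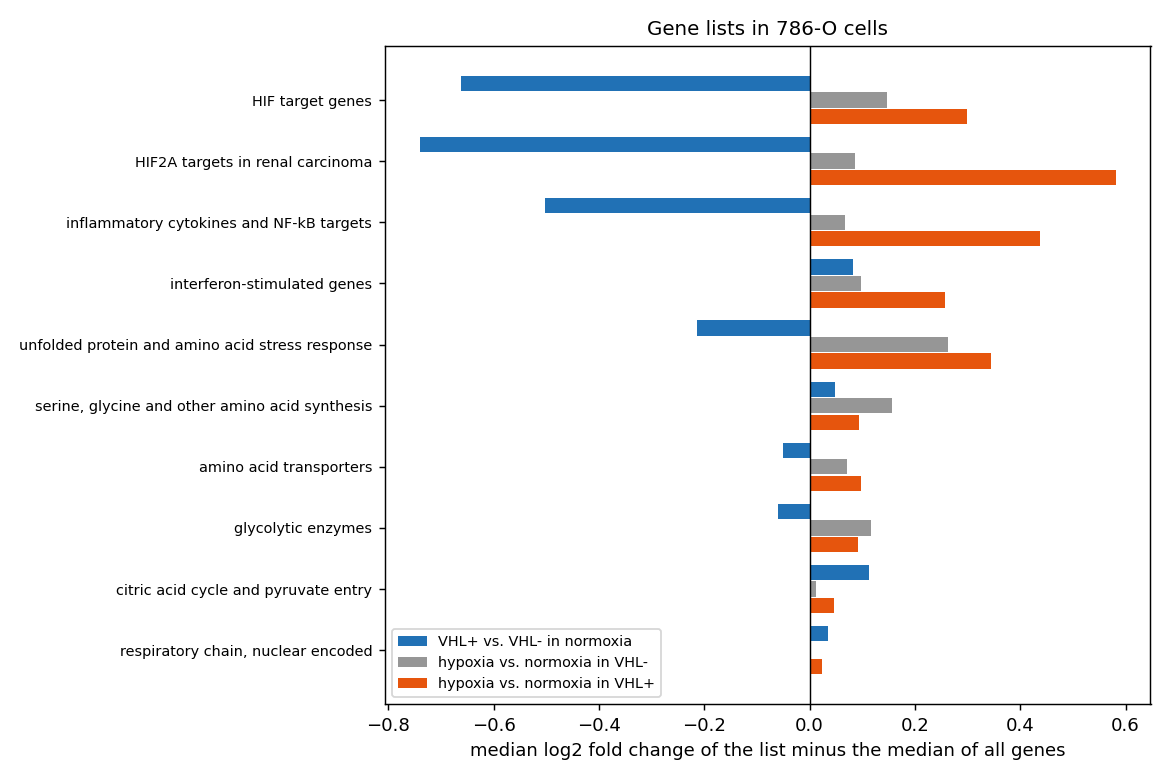
Median log2 fold change of 10 gene lists minus the median of all genes (horizontal axis, log2), as bars from 0 for VHL+ vs. VHL- cells under normoxia (blue), hypoxia vs. normoxia in VHL- cells (grey) and hypoxia vs. normoxia in VHL+ cells (orange). HIF target genes lie at -0.66, 0.15 and 0.30, and the respiratory chain at 0.04, 0.00 and 0.02.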

**Figure 2:**
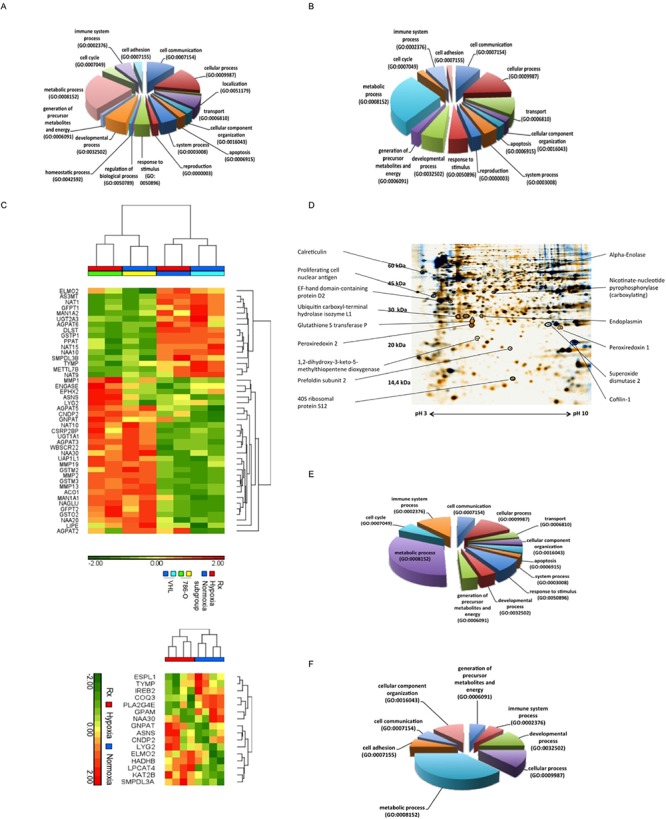
Functional classification of VHL- and hypoxia-dependent regulated genes and proteins **(A and B)** The cDNA microarray analysis was performed with Trizol-prepared total RNA as described in experimental procedures. For the classification of data in biological processes the PANTHER classification system according to gene ontology criteria was employed. The pie chart shows representative classifications for (A) VHL^+^ vs. VHL^−^ 786-O cells, and (B) wt cells incubated during hypoxia (1% O_2_) vs. normoxia. **(C)** Hierarchical clustering of “ome”-based data. Using the hierarchical clustering differentially expressed genes associated with metabolic function (*p* < 0.05) identified by one way ANOVA among VHL^+^, VHL^−^ 786-O under hypoxia or normoxia (top heat map) and hypoxia- vs. normoxia-specific metabolic function related genes independent of VHL status (*t* test, *p* < 0.05, bottom heat map) were visualized. **(D)** Identified differentially expressed proteins were marked on a representative 2-DE gel of VHL^−^ vs. VHL^+^ 786-O cells during hypoxia. **(E and F)** The pie charts demonstrate the classification of differentially expressed proteins, which were identified by 2DE followed by peptide mass fingerprint. The classification of proteins was performed with PANTHER software and is representatively demonstrated for E) VHL^+^ vs. VHL^−^ 786-O cells and F) wt cells incubated under normoxic and hypoxic (1% O_2_) conditions.

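For the genes legible in the top heat map of Fig. 2C, the log2 fold change of VHL+ vs. VHL- cells over both oxygen conditions was taken from limma. In its first block, 14 of 16 genes were measured on a cluster with 1 symbol, and all 14 had a higher signal in VHL+ cells, 12 of them past an adjusted p under 0.05 (14 after quantile normalization). PPAT, the first enzyme of purine synthesis (0.76), GFPT1, which makes glucosamine 6-phosphate (0.66), DLST of the citric acid cycle (0.62) and the sphingomyelinase-like gene SMPDL3B (0.54) stand next to GSTP1. In its second block, 24 of 28 genes were measured, 21 with a lower signal in VHL+ cells (23 after quantile normalization), and 10 passed as lower (17 after quantile normalization). GSTM3 (-1.37), the collagenase gene MMP13 (-1.36), ASNS (-0.88), the mannosidase gene MAN1A1 (-0.53), GSTO2 (-0.44) and ACO1 (-0.39) are among these. The signals of GSTM3 and MMP13 in VHL+ and of SMPDL3B in VHL- cells lie below their arrays' medians. ACO1 did not pass when VHL- normoxia replicate 2 or VHL+ normoxia replicate 2 was left out (adjusted p from 0.0661 to 0.0695). SMPDL3B did not pass when VHL+ hypoxia replicate 1 was left out (adjusted p = 0.0737). In the bottom heat map, of hypoxia against normoxia over both cell types, the 6 measured genes of the first block had a lower signal under hypoxia and none of them passed in limma, with the lowest adjusted p of 0.356 for GPAM, the first enzyme of glycerolipid synthesis (-0.37). Of 9 genes of the second block 8 had a higher signal under hypoxia (9 after quantile normalization). ASNS passed (1.01, adjusted p = 0.000849) and had 0.98 (adjusted p = 0.231) after quantile normalization, while KAT2B had 0.50 (adjusted p = 0.109). KAT2B passed with the replicate number as a block (adjusted p = 0.00486), with a trend and robust estimation (0.0385) and when VHL- normoxia replicate 2, VHL- hypoxia replicate 1, VHL+ normoxia replicate 2 or VHL+ hypoxia replicate 2 was left out (adjusted p from 0.00952 to 0.0467), and GPAM when VHL+ normoxia replicate 1 was left out (adjusted p = 0.0392). With hypoxia, ASNS did not pass when VHL+ hypoxia replicate 1 was left out (adjusted p = 0.574). The paper chose these genes on the same arrays, so their directions are not independent evidence.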

### Identification of VHL- and hypoxia-regulated targets

In order to identify differentially expressed proteins caused by a distinct VHL status and hypoxic environment, 2DE-based proteomics of VHL^−^ and VHL^+^ 786-O cells cultured under normoxia or hypoxia was performed leading to 76 differentially expressed proteins identified by MALDI-TOF/MS analysis (Table S3, Table S5). These included VHL-independent, but hypoxia-dependent as well as VHL-dependent and hypoxia-independent and HIF2α-dependent targets, respectively. Figure 2D shows identified differentially expressed proteins on a representative 2-DE gel of VHL^−^ vs. VHL^+^ 786-O cells during hypoxia. Although the differentially expressed proteins were associated with distinct functions, approximately 30% of VHL-regulated proteins and 38% of hypoxia-regulated proteins belong to metabolic processes (Figure 2E, 2F). There exists a significant overlap in differentially expressed proteins by comparing VHL^−^ vs. VHL^+^ 786-O protein profiles to that of 786-O cells under normoxic versus hypoxic conditions, whereas only a few proteins were found to be differentially expressed in normoxic vs. hypoxic 786-O cells (*n* = 13) and VHL^+^ 786-O cells (*n* = 2), respectively (Table S5).

### Impact of VHL- and hypoxia-dependent alterations on the cellular metabolism

In order to validate the differentially expressed genes and proteins, modulated by VHL, hypoxia or a combination of both, qPCR, Western blot analyses and enzymatic activity assays of selected targets were performed.

The glucose consumption of the VHL^−/+^ RCC model system was investigated via the uptake of fluorescent dye labelled glucose. The VHL^+^ RCC cells showed a statistically significant ≅2-fold reduced glucose uptake compared to the VHL-deficient RCC cells (Figure 3A), which was accompanied by an altered expression of many glycolytic enzymes (Table S6). In addition, extracellular flux analysis was performed to assess the ECAR. As shown in Figure 3B, VHL expression significantly decreased glycolysis and glycolytic activity. A VHL-dependent down-regulation of pyruvate kinase (PK)M2, γ-enolase (ENO2) and triosephosphate isomerase (TPI)1 was detected, while ENO2, TPI1 and aldolase (ALDO)A were hypoxia-dependently up-regulated (Table S6). Over-expression of VHL caused a 2- to 2.5-fold reduction in the expression of TPI1 under normoxic conditions in comparison to VHL-deficient RCC cells, while its expression was enhanced 2- to 3.9-fold under hypoxia in the VHL^+^ RCC cells when compared to normoxic conditions (Figure 3C). In VHL^−^ 786-O and RCC4 cells, the expression of ALDOA is hypoxia-dependent 1.7- to 2-fold up-regulated, while in RCC10 cells a 2.5-fold VHL-mediated down-regulation of ALDOA was observed, which could be restored by hypoxia (Figure 3D). Furthermore, the intracellular ATP levels were up to 67% decreased in VHL^+^ when compared to VHL^−^ RCC cells (Figure 3E).

**Figure 3:**
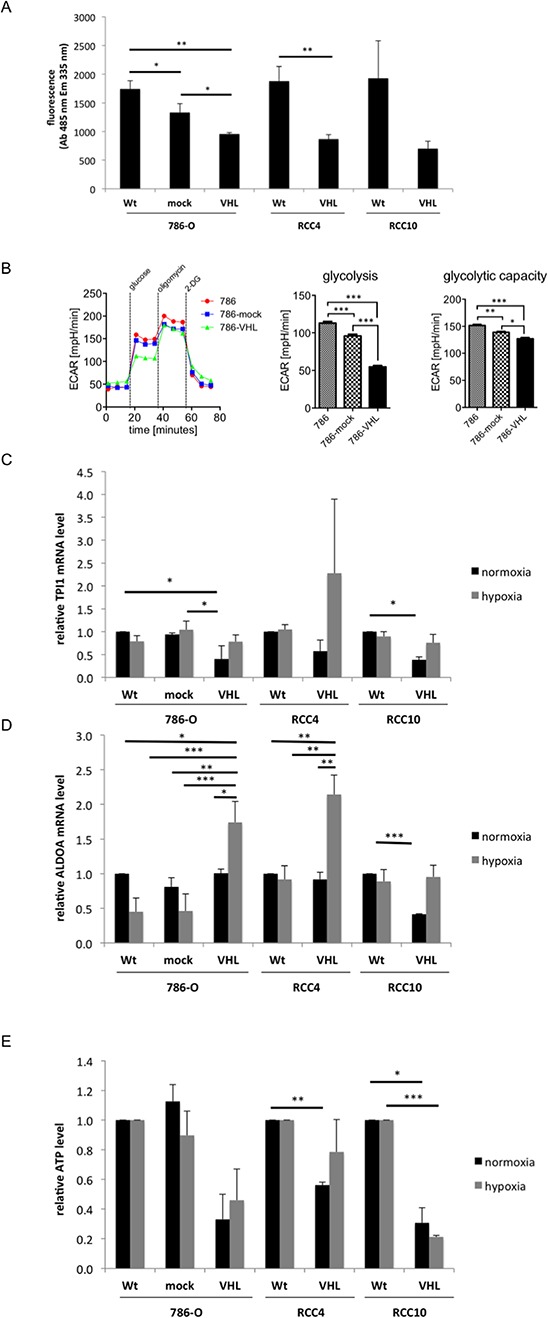
VHL-dependent changes in glucose uptake and glycolysis **(A)** 1 × 10^4^ cells/cell line were seeded and the glucose uptake was measured by incorporation of fluorescently labelled deoxyglucose (2-NBDG) at absorption and emission wavelengths of 485 nm and 535 nm, respectively. The fluorescence signal of wild type (wt) cells was set to 1. The figure shows the mean values and standard derivations of three independent assays. **(B)** The extracellular acidification rate of wt, mock- and VHL-transfected 786-O cells is measured in response to the indicated substrates and inhibitors. ECAR is predominantly the result of anaerobic glycolysis. ECAR levels upon administration of glucose are indicative for basal glycolysis and upon administration of oligomycin for the cells' glycolytic capacity. A representative analysis as well as the mean values for glycolysis and the glycolytic capacity is shown. Bars indicate the standard error mean. Abbreviations: p, *p*-value; *, *p* < 0.05; **, *p* < 0.005; ***, *p* < 0.001. **(C and D)** Analyses of TPI1 (C) and ALDOA (D) mRNA expression are shown. qPCR analyses of wt and VHL-transfected 786-O, RCC4 and RCC10 cells were performed using oligo-dT primed cDNA and normalized to β-actin mRNA expression. The expression levels of parental cells were set to 1 and the diagram shows the means with S.D. of three biological replicates. **(E)** ATP levels were measured by the Cell Titer Glo luminescence cell viability assay as described in experimental procedures. The VHL^−^ RCC cells were set to 1.

### Association of VHL expression with an induction of the citric acid cycle and the mitochondrial respiratory chain

To further analyse the VHL status-dependent metabolic changes, the tricarboxylic acid cycle (TCA) and the mitochondrial respiratory chain activity was determined in VHL^−^/VHL^+^ model systems. Despite a VHL-dependent suppression of glycolysis and ATP production, the expression of the enzymes of the TCA and, consequently, of the mitochondrial respiratory chain were increased (Table S6). Interestingly, the SDHA transcription was neither dependent on VHL nor on hypoxia (Figure 4A). In contrast, the protein expression of SDHA was approximately 2-fold up-regulated in VHL^+^ RCC cells (Figure 4B, 4C). The mitochondrial respiration was assessed in VHL^−^/VHL^+^ RCC cells using the extracellular flux assay. An increase of basal oxygen associated with an increased respiration and respiratory reserve was found in VHL^+^ compared to VHL^−^ RCC cells (Figure 4D). This was associated with a 1.5 to 2-fold increase of the mitochondrial dehydrogenase activity upon VHL overexpression (Figure 4E).

**Figure 4:**
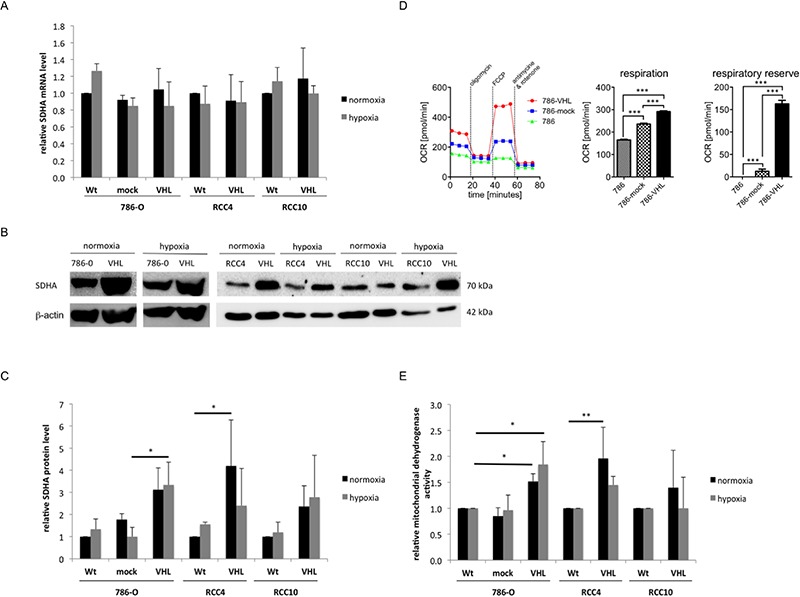
Induction of TCA and mitochondrial respiratory chain through VHL overexpression **(A)** The transcription level of SDHA was determined using oligo-dT primed cDNA and specific primer via qPCR. Expression of wt cells was set to 1. **(B)** 50 μg protein/cell line was separated by 10% SDS-PAGE, transferred onto a nitrocellulose membrane before immunostaining was performed with a SDHA-specific antibody as described in experimental procedures. Equal protein loading was controlled by subsequent immunostaining using an anti-β-actin-specific antibody. A representative result of three independent biological replicates is shown. **(C)** Densitometric analysis of SDHA expression in VHL^−^ and VHL^+^ 786-O, RCC4 and RCC10 cells incubated during normoxia and hypoxia (1% O_2_) is shown. Areas of immunoblot signals were integrated using AIDA image analyser software and normalized to β-actin. The graphic showed the means and S.D. of three independent experiments. **(D)** The baseline oxygen consumption rate (OCR) was measured by an XFe96 flux analyzer in wt, mock-, and VHL-transfected 786-O cells. OCR is an indicator of mitochondrial respiration. Respiration (OCR) is measured under basal conditions and in response to the indicated substances. Changes after application of the uncoupling agent FCCP are indicative for the respiratory reserve. A representative analysis as well as the mean values for basal respiration and the respiratory reserve is shown. Bars indicate the standard error mean. Abbreviations: p, *p*-value; ***, *p* < 0.001. **(E)** 5 × 10^3^ cells/well were seeded in triplicates in 96-well plates and incubated for 72 h at 37°C and 5% CO_2_ during normoxia and hypoxia. The activity of mitochondrial dehydrogenases was measured trough the turnover of the tetrazolium salt XTT to formazan by the OD of 490 nm.

### VHL-dependent regulation of lactate secretion and pH regulation

Since VHL could regulate the lactate dehydrogenase (LDH) expression [18, 19], the intracellular LDH activity of the VHL^−^ and VHL^+^ cells was determined. When compared to VHL^−^ RCC cells, LDH activity was down-regulated between 30% to 66% in VHL transfectants (Figure 5A), which was associated with an up to 55% lower extracellular lactate concentration (Figure 5B) and an altered pH in the cell culture supernatant (Figure 5C). In contrast, hypoxia restored the VHL-mediated reduction of LDH activity and lactate secretion, which is accompanied by a drop in the extracellular pH of the VHL transfectants (Figure 5).

**Figure 5:**
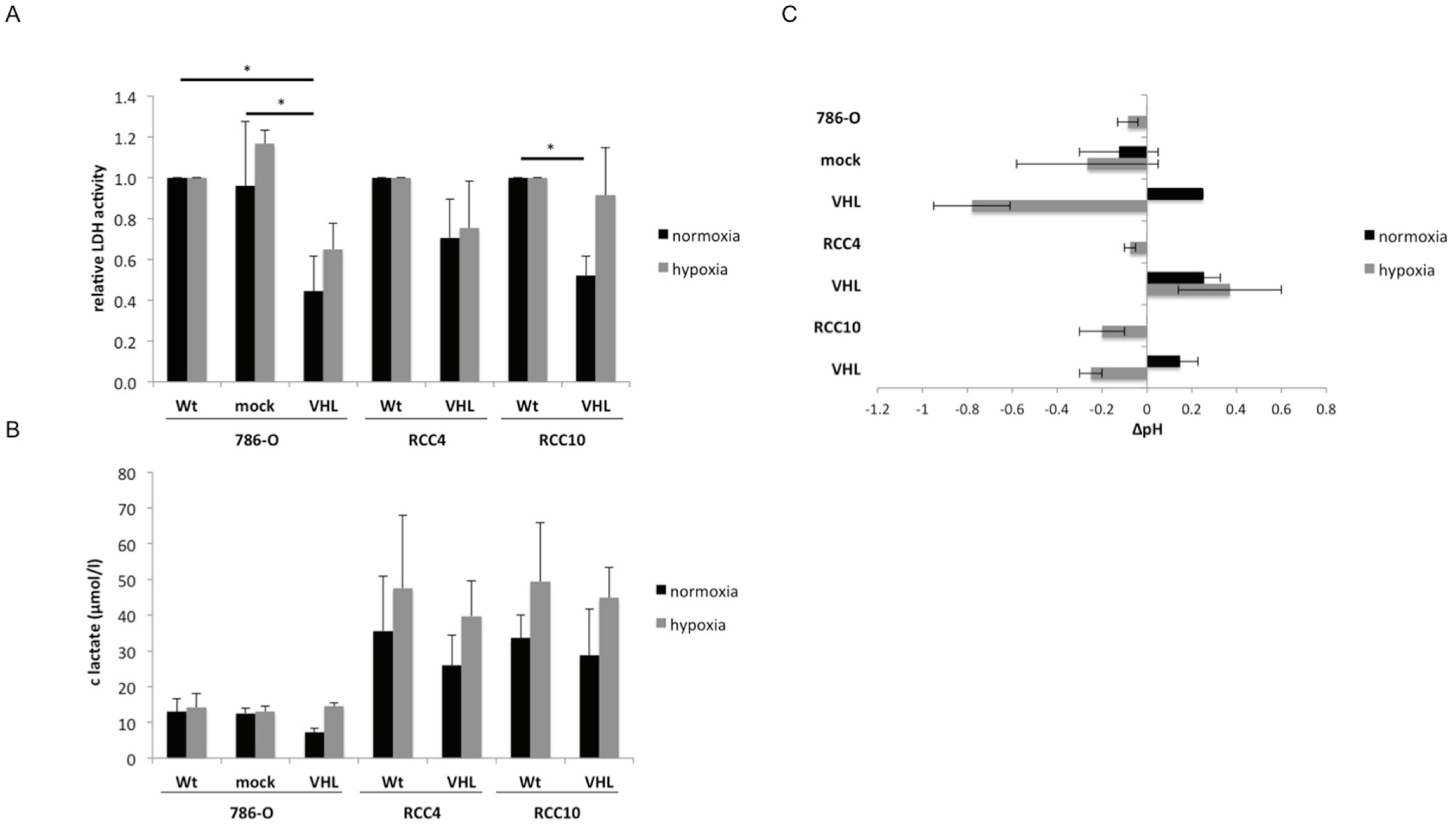
VHL-dependent alterations of lactate dehydrogenase activity, lactate secretion and extracellular pH as a function of oxygen tension Five × 10^3^ VHL^−^/VHL^+^ cells were seeded in triplicate in 96-well plates and incubated for 48 h under both normoxic and hypoxic conditions. Shown are the means and standard derivations of three independent assays **(A)** The intracellular lactate dehydrogenase activity was determined by the CytoTox96 Non-Radioactive Cytotoxicity Assay (Promega). The LDH activity of wt RCC cells was set to 1. **(B)** Extracellular lactate levels in the cell culture supernatants of VHL^−^ and VHL^+^ RCC cells under both normoxic and hypoxic conditions. **(C)** Changes in the pH value of supernatants in relation to the respective VHL-deficient RCC cell line under normoxia.

### Altered VHL-dependent amino acid content in RCC cell lines

In order to investigate whether the amino acid metabolism is also altered by the VHL status, the content of 20 free amino acids was measured in the 786-O VHL model system under normoxic conditions. In comparison to VHL-deficient 786-O cells, the overall content of free amino acids was reduced about 25% in VHL^+^ RCC cells, with the highest down-regulation of 2.5-fold for serine (Figure 6). In contrast, the arginine concentration was not altered in the presence or absence of VHL.

**Figure 6:**
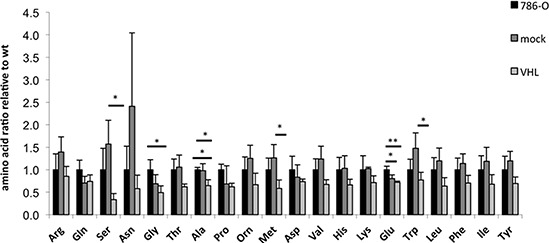
Intracellular free amino acid levels of wt, VHL^+^ and VHL^−^ 786-O cells Amino acid concentrations are expressed as ratios relative to the wt, which was set to one. A one-way ANOVA followed by Tukey post hoc test was performed to test for significant differences (*p ≤ 0.05, **p ≤ 0.01).

## DISCUSSION

Major advances have been made in our understanding of the molecular mechanisms of cellular adaption to hypoxia and the function of VHL. Nevertheless, little information exists about the overlap and differences of VHL-dependent/independent and hypoxia-dependent alterations in gene and protein expression patterns and their effects on the cellular metabolism. Therefore, the aim of the study was to dissect both the VHL- and/or hypoxia-induced pathways, which might lead to the identification of candidate biomarkers for disease progression and novel therapeutic targets. Using a tandem approach of cDNA microarrays and 2-DE-based proteome analyses, a large number of differentially expressed genes and/or proteins could be detected in VHL^+^ versus VHL^−^ RCC cells as well as under normoxic and/or hypoxic conditions. Despite a high frequency of genes/proteins concordantly regulated by loss of VHL function and hypoxia, a number of differentially expressed genes/proteins demonstrating a VHL-dependent, VHL-independent, hypoxia-dependent, and hypoxia-independent regulation, respectively, of the gene and protein expression profiles was identified. qPCR and/or Western blot validation further confirmed the differential gene and protein expression profiles in the VHL^−^ and VHL^+^ RCC model systems analysed in the absence or presence of hypoxia. Reflecting the biology and molecular features of RCC, the differentially expressed genes/proteins were mainly involved in the cell metabolism and were localized in the cytoplasm. In most cases there exists a concordant expression of these molecules at the mRNA and protein level, although some genes appear to be post-transcriptionally controlled, such as SDHA. These data are in line with the proteome analysis of primary RCC lesions and patient-matched normal kidney epithelium demonstrating an altered glycolysis and gluconeogenesis [20, 21]. This study here extended these results by analysing the VHL and hypoxia dependence or independence demonstrating a link between VHL loss and hypoxia, but also a distinction between both pathways. This is mediated by an altered gene and protein expression pattern, which also modulates the tumor microenvironment thereby differentially affecting the metabolic switch of RCC.

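For proteins of Table S5 that were regulated by VHL, the mRNA on the arrays of 786-O cells mostly had the same sign. Under normoxia, 17 of 22 proteins with a measured mRNA had the sign of the protein ratio (exact two-sided binomial test against 1 in 2, p = 0.0169, adjusted p = 0.0254 over 3 comparisons). QPRT, an enzyme of NAD synthesis, was higher at the mRNA level (1.24), as was PRDX3, a mitochondrial peroxiredoxin (0.49), and FAH, the last enzyme of tyrosine breakdown, was lower (-0.58), each with the sign of its protein. UQCRC1 passed with the opposite sign to its protein. FAH did not pass when VHL- normoxia replicate 1 or 2, VHL+ normoxia replicate 1 or VHL+ hypoxia replicate 1 or 2 was left out (adjusted p from 0.0510 to 0.184). PRDX3 and UQCRC1 did not pass when VHL- normoxia replicate 1 or 2, VHL+ normoxia replicate 1 or 2 or VHL+ hypoxia replicate 1 or 2 was left out (adjusted p from 0.0687 to 0.373). Under hypoxia, as Table S5 heads them, 30 of 34 had the same sign (exact binomial test, p = 6.16e-06, adjusted p = 1.85e-05), and all 16 with a called mRNA did, among them ECHS1 of fatty acid oxidation (1.12), FHL2 (0.98) and the protease inhibitor gene SERPINB9 (-1.76). ECHS1 did not pass when VHL+ hypoxia replicate 1 was left out (adjusted p = 0.0609). FHL2 did not pass when VHL+ hypoxia replicate 1 or 2 was left out (adjusted p from 0.0846 to 0.254). FHL2 had 0.62 without VHL- hypoxia replicate 2. Table S3 counts these proteins for VHL+ cells under hypoxia vs. VHL- cells under normoxia, where 32 of 34 had the same sign (exact binomial test, p = 6.94e-08, adjusted p = 2.08e-07), in a comparison chosen after the values were seen. SDHA, a subunit of succinate dehydrogenase, had an mRNA log2 fold change of 0.38 under hypoxia (adjusted p = 0.146). Across proteins, which are not independent replicates, Spearman's rho of the protein ratio with the mRNA change was 0.704 under normoxia (permutation p = 0.000360, adjusted p = 0.000540) and 0.765 under hypoxia (permutation p = 1e-05, the smallest that 100000 permutations can give). For hypoxia in VHL- cells, 1 of 8 proteins, all of them higher, had an mRNA of the same sign (exact binomial test, p = 0.0703), and 3 did after quantile normalization. None of these mRNAs passed in limma, and rho was 0.0964 (exact permutation p = 0.827). For hypoxia in VHL+ cells, Table S5 lists FTL and NDRG1, and NDRG1 mRNA was higher, while FTL mRNA had a log2 fold change of 0.06 that is -0.08 after quantile normalization. The supplement states a longer incubation for the cells on the gels than the arrays' labels give.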

Heterogeneous, but increased expression of ALDOA was found in RCC subtypes when compared to normal kidney cortex [22] as well as in the serum of RCC patients and have been used for tumor staging [23]. These data were extended by demonstrated an up-regulation of ALDOA expression associated with hypoxic conditions and loss of VHL expression suggesting a link between ALDOA, VHL and hypoxia. Thus, ALDOA might represent a suitable and potential target irrespective of the VHL status and oxygen conditions.

Several reports have demonstrated a direct correlation between the loss of VHL expression and alterations in the cellular metabolism, leading to an altered tumor microenvironment, such as high lactate concentrations and low pH value [24]. This was also confirmed in this study by reversible hypoxia- and VHL loss-mediated changes of the intracellular lactate dehydrogenase levels, extracellular lactate concentrations and extracellular pH, as well as the differential expression of genes/proteins involved in changes of the tumor microenvironment. These alterations could lead to an immune suppressive tumor microenvironment [25] although a correlation of the VHL status with the immune cell infiltration has not yet been determined in detail.

Metabolome analysis demonstrated an altered metabolite and amino acid content in VHL^−^ vs. VHL^+^ cells (Figure S2), thus supporting their distinct metabolism and was further strengthened by recent work of Gameiro and co-authors describing reduced intracellular citrate levels in VHL mutant versus VHL wt RCC cells due to the presence of HIF thereby linking VHL and hypoxia and sensitizing VHL-deficient cells to glutamine deprivation [26]. Citrate levels could be restored by silencing PDK-1 and ACLY, which was accompanied by suppression of RCC. Furthermore, HIF rendered VHL-deficient cells sensitive to glutamine deprivation *in vitro*, while systemic treatment with glutaminase inhibitors suppressed the *in vitro* and *in vivo* growth of RCC cells.

## MATERIALS AND METHODS

### Cell lines and hypoxia incubation

The RCC cell lines RCC4 and RCC4 VHL were obtained from Health Protection Agency Culture Collections (Salisbury, UK). The RCC cell lines 786-O and RCC10, and their respective stable VHL transfectants were kindly provided by Prof. Wiesener (Erlangen) and were authenticated by DNA profiling. All cell lines were maintained in DMEM supplemented with 10% fetal calf serum (Gibco), 2 mM glutamine (Biochrom AG), 1 mM pyruvate (Gibco), 100 U/mL penicillin and 100 μg/mL streptomycin (PAA). Cells were cultivated for 24 to 72 h either under normal oxygen conditions or at 1% oxygen (hypoxia incubator, Binder) at 37°C and 5% CO_2_. All experiments were carried out during the logarithmic growth phase of the cells.

### Microarray analysis

Total RNA was extracted from 3 × 10^6^ cells using Trizol reagent (Invitrogen), reverse transcribed and amplified with the WT expression kit (Invitrogen) according to the manufacturer's manual. Fragmented cDNA was end-labeled using the Affymetrix terminal labeling kit and hybridized onto Human GeneChip 1.0 ST arrays (Affymetrix). The chips were stained and washed following standard procedure and scanned on a GeneChip Scanner 3000 7G (Affymetrix).

### Two-dimensional gel electrophoresis

Protein was isolated from 5 × 10^7^ VHL^−^/VHL^+^ 786-O cells incubated for 48 h under normoxic or hypoxic conditions. 550 μg/protein lysate were loaded onto IPG strips (pH 3–10, non-linear, Amersham Biosciences) followed by an isoelectric focusing and second-dimension SDS-PAGE separation (13%) and staining with colloidal Coomassie as described [13]. The gels were analyzed using the Delta2D software package (Decodon). Proteins found to be at least two-fold regulated (factor ≥ 2.0 or ≤ 0.50; *p* ≤ 0.05) were subjected to mass spectrometric identification. The two-dimensional gel electrophoresis was carried out in three independent experiments using five gels for each condition.

### In-gel digestion and mass spectrometric analysis

Differentially regulated protein spots were excised from the gels using the Spothunter (Herolab), destained with 50% acetonitrile (v/v) over night and subjected to in-gel digestion with 8 μg/mL porcine trypsin (Promega). Tryptic digests were subjected to MALDI-TOF mass spectrometry (Ultraflex, Bruker). Protein identification was performed as previously described [13].

### RNA isolation and real time quantitative PCR

Total cellular RNA was isolated using the NucleoSpin RNA II kit (Macherey & Nagel). Two μg of total RNA were reverse transcribed into cDNA using the Revert H Minus First Strand cDNA synthesis kit (Fermentas) and oligo(dT)18 primer according to the manufacturer's instructions. Comparative quantification of gene expression was performed as previously described [14]. The target-specific primers used for qPCR are listed in the Supplementary Table S1.

### Western blot analysis

Cells were harvested as previously described [13] and protein isolated according to Laemmli [15]. Fifty μg protein/lane were subjected to Western blot analysis as recently described [13]. Membranes were incubated over night at 4°C with the primary monoclonal antibodies (mAb) directed against succinate dehydrogenase complex subunit A (SDHA; Cell Signaling), HIF2α (Novus) and β-actin (Sigma-Aldrich), followed by incubation for 1 h with horseradish peroxidase-linked secondary antibody and developed using the ECL method. Chemoluminescence signals were detected using a CCD camera (LAS3000, Raytest). For quantification of the SDHA protein expression the respective area of the signal was integrated using an AIDA image analyser (Raytest) and subsequently normalized to β-actin.

### Measurement of lactate and mitochondrial dehydrogenase activity

5 × 10^3^ VHL^−^/VHL^+^ cells were seeded in triplicates in 96-well plates and incubated for 48 h under normoxic or hypoxic conditions. The intracellular lactate dehydrogenase activity was determined using the CytoTox96 Non-Radioactive Cytotoxicity Assay (Promega) according to the manufacturer's instructions. Mitochondrial dehydrogenase activity was measured by the conversion of the monotetrazolium salt XTT to formazan as previously described [16]. The experiments were carried out in three independent assays and the normalization was performed against the parental cell line.

### Determination of lactate concentration and extracellular pH

Lactate concentrations were measured using the lactate detection kit (Sigma) according to the manufacturer's instructions using supernatants of VHL^−^ and VHL^+^ cells incubated for 48 h under normoxic and hypoxic conditions. In parallel, the extracellular pH was determined in the same supernatants used using a digital pH meter (p525, WTW). All experiments were carried out in three independent assays and the results are represented as the mean value of assays.

### Measurement of intracellular ATP and glucose uptake

For determination of the intracellular ATP content 5 × 10^3^ cells were seeded in 96-well plates and incubated for 24 h under normoxia or hypoxia. The intracellular ATP levels were determined using the Cell Titer Glo luminescence cell viability assay (Promega) according to the manufacturer's instructions. Luminescence was measured using the Lumat LB 9507 luminometer (Berthold Technologies). Values were normalized to wild type cells cultured under normoxic conditions.

The glucose uptake was measured with fluorescence labelled 2-deoxy-2-[(7-nitro-2, 1, 3-benzoxadiazol-4-yl)amino]-D-glucose (2-NBDG, Cayman Biochemical). Briefly, 1 × 10^4^ cells were cultured for 24 h in 96-well black/clear tissue culture imaging plates (BD). Cells were washed twice with PBS, treated with 0.1 mM 2-NBDG in 50 μL PBS for 20 min and washed again. The fluorescence signal was determined using a Tecan Infinite M200 fluorescence reader (absorption 485 nm, emission 535 nm).

### Extracellular flux assay

2.5 × 10^5^ cells/well were seeded in 96XF micro plate (Seahorse Bioscience) and incubated over night at 37°C and 5% CO_2_. One hour prior to measurement with the XF96e Extracellular Flux Analyzer (Seahorse Bioscience) cells were incubated at 37°C in a CO_2_-free atmosphere. First, the basal oxygen consumption rate (OCR) as indicator for mitochondrial respiration and extracellular acidification rate (ECAR) as indicator for glycolysis were detected. Next, OCR and ECAR were determined after the addition of 1 mM oligomycin, 2.5 mM FCCP (Carbonyl cyanide-p-trifluoromethoxy-phenylhydrazone) and a combination of 3 mM antimycin and 3 mM rotenone (XF Cell Mito Stress Test Kit, Seahorse Bioscience) as well as 10 mM glucose, 1 mM oligomycin and 100 mM 2-DG (XF Cell Glyco Stress Test Kit, Seahorse Bioscience). Experiments were performed in octaplicates.

### Amino acid analysis

2.5 × 10^6^ cells were seeded in a 6-well plate for 24 h before the supernatant was collected. The cells were washed twice with PBS, scraped in ice-cold 80% aqueous methanol and directly frozen at –80°C until use. The sample was centrifuged at 4°C and 5.725 × g for 5 min and the extract was collected. The protein pellet was then washed twice with 80% aqueous methanol, the extracts were combined and dried in a vacuum evaporator (CombiDancer, Hettich AG). The residue was reconstituted in 100 μL water. Amino acid analysis was performed by HPLC-ESI-MS/MS using 10 μL cell extract following a propyl chloroformate derivatization protocol as recently described [17].

### Statistical analysis

Microarray: Data analyses were performed using Partek Genomic Suite (Partek) software after Robust Multichip Average (RMA) normalization. Differentially expressed genes were defined by one-way ANOVA with a *p* value < 0.005 and for included metabolic genes of hierarchical clustering *p* < 0.05.

qPCR and metabolic assays: Statistical analysis was performed with one-way ANOVA followed by Tukey post hoc test or unpaired Student's *t* test. Significance was accepted if *p* values were ≤ 0.05 (*p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001). Data were expressed as the mean ± S.D.

### Data integration and network analysis

Differentially expressed genes were further functionally analyzed using Ingenuity Pathway Analysis (IPA, Ingenuity) and Gene Ontology enrichment analysis integrated in the Partek software.

## SUPPLEMENTARY FIGURES AND TABLES

## Abbreviations

2-NBDG: 2-[N-(7-nitrobenz-2-oxa-1, 3-diazol-4-yl)amino]-2-deoxy-D-glucose
2DE: two-dimensional gel electrophoresis
ACO: aconitase
ccRCC: clear cell renal cell carcinoma
ALDOA: aldolase A
AKR1B1: aldose reductase
DMEM: Dulbecco's Modified Eagle's Medium
ECAR: extracellular acidification rate
ECL: electrochemiluminescence
ECHS1: enoyl-CoA hydratase short chain 1
ENO: enolase
FCS: fetal calf serum
GLUT: glucose transporter
HIF: hypoxia inducible factor
HRE: hypoxia responsible element
LDH: lactate dehydrogenase
MALDI-TOF: matrix-assisted laser desorption/ionization time-of-flight
MAPK: mitogen-activated protein kinase
MCT: monocarboxylate transporter
OCR: oxygen consumption rate
p: *p*-value
PBS: phosphate-buffered saline
PKM: pyruvate kinase
RCC: renal cell carcinoma
SDH: succinate dehydrogenase
SDHA: succinate dehydrogenase complex subunit A
TCA: tricarboxylic acid cycle
TPI: triose-phosphate isomerase
VHL: von Hippel-Lindau
Wt: wild type

# Supplementary material for: Distinct von Hippel-Lindau gene and hypoxia-regulated alterations in gene and protein expression patterns of renal cell carcinoma and their effects on metabolism
**Source:** Oncotarget. 2015 Mar 27;6(13):11395–406. doi: 10.18632/oncotarget.3456
**Supplement:** Supplementary file 1

## SUPPLEMENTARY FIGURES AND TABLES

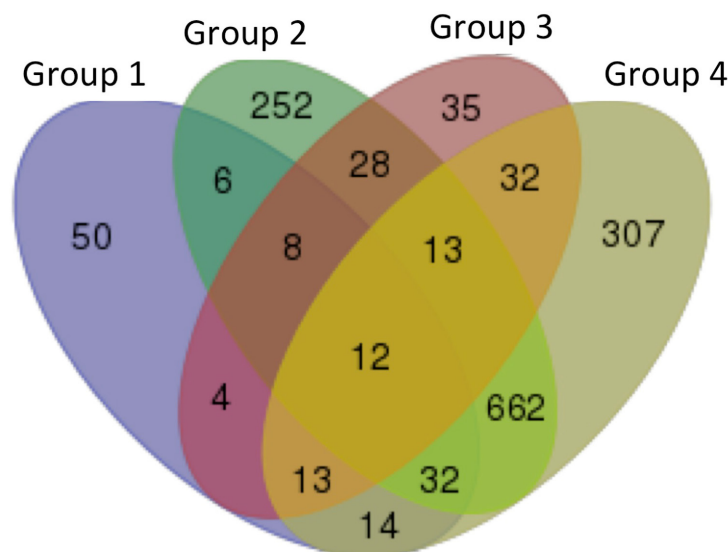

**Supplementary Figure S1: Number of overlapping genes of the comparison of 786-O VHL<sup>-</sup> and VHL<sup>+</sup> cells during normoxia and hypoxia.** The venn diagram shows the overlapping differentially expressed genes identified via cDNA microarray as described in materials and methods. Group 1: 786-O hypoxia vs. 786-O normoxia; group 2: VHL normoxia vs. 786-O normoxia; group 3: VHL hypoxia vs. VHL normoxia; group 4: VHL hypoxia vs. 786-O normoxia;

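Where VHL+ cells under normoxia and VHL+ cells under hypoxia are each compared with VHL- cells under normoxia, as in Table S3, the comparisons share the arrays of the VHL- cells. For VHL+ cells under hypoxia vs. VHL- cells under normoxia, ANPEP had a log2 fold change of -3.02, IL6 one of -2.22, CRYAB one of 2.60 and TAGLN one of 2.62. With the threshold used here, 1138 transcript clusters passed the same way in these comparisons, 632 higher and 506 lower, and 2 passed in opposite directions. From the numbers of calls 56.9 are expected. Simulated arrays that share a control group and have no difference gave a mean of 1.21 and at most 6 shared calls in 100 simulations, and a covariance of the log2 fold changes of 0.0115, against 0.0734 in the data. With no VHL effect simulated, these arrays cannot give the number of shared calls that a shared control would add to real VHL effects. After quantile normalization 1377 passed the same way. In the fits that leave out VHL+ hypoxia replicate 1 or 2, the clusters past both thresholds in either direction fell from 1140 to 177 and 165, and without either VHL- hypoxia replicate they rose to 1903.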

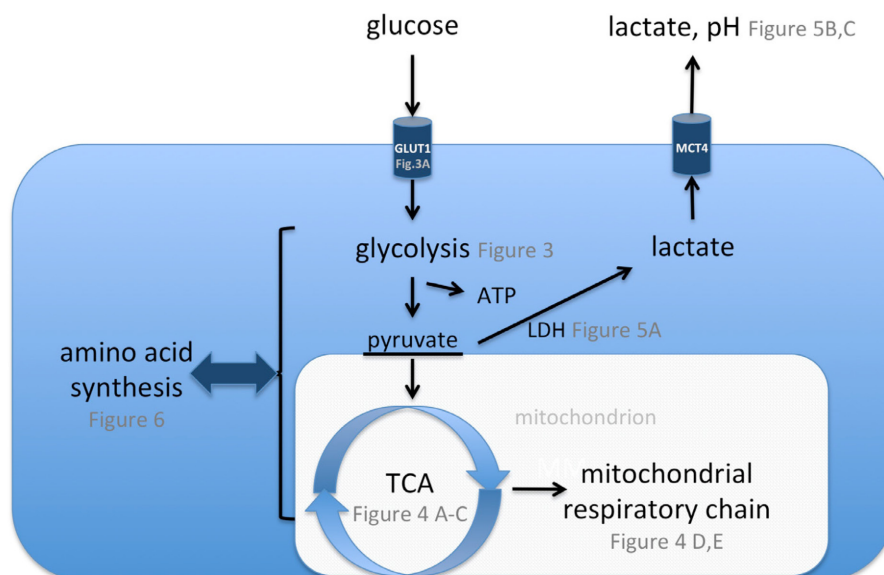

**Supplementary Figure S2: Altered metabolism in VHL-deficient RCC cells.** The scheme presents a summary of the metabolic changes observed in VHL-deficient RCC cells. Changes in glucose uptake, expression of glycolysis and TCA enzymes, intracellular ATP production, amino acid content, activity of mitochondrial dehydrogenase and lactate dehydrogenase, lactate secretion, and extracellular pH were measured in three independent RCC VHL cell models.

**Supplementary Table S1: Primer sequences for qPCR**

| Primer name | Primer sequence           | Reference sequence |
|-------------|---------------------------|--------------------|
| VEGFAfwd    | AACCATGAACTTTCTGCTGTCTTGG | NM_001171630       |
| VEGFArev    | ATCAGGGTACTCCTGGAAGATGTCC |                    |
| GLUT1fwd    | CTTCACTGTCGTGTCGCTGTTTGT  | NM_006516          |
| ACTBfwd     | GGACTTCGAGCAAGAGATGG      | NM_001101          |
| ACTBrev     | AGCACTGTGTTGGCGTACAG      |                    |
| VHLfwd      | CATCCGTTGATGTGCAATG       | NM_198156          |
| VHLrev      | GAAAGAGCGATGCCTCCA        |                    |
| SDHAFwd     | GATTACTCCAAGCCCATCCA      | NM_004168          |
| SDHArev     | CACAGTCAGCCTCGTTCAAA      |                    |
| ECHS1fwd    | CAGTCATCGCTGCTGTCAAT      | NM_004092          |
| ECHS1rev    | AGTGAGGACCATCTCCATCG      |                    |
| ACO1fwd     | CTTTCCTGCTGGGAATCAAA      | NM_002197          |
| ACO1rev     | TCCAGCTTGACCTGGACTTT      |                    |
| FAHfwd      | CGAGCCCTACACATTTGACA      | NM_000137          |
| FAHrev      | CATGGAGCCGAAGTTTCTG       |                    |
| ALDOAfwd    | GTGCTGGCTGCTGTCTACAA      | NM_000034          |
| ALDOArev    | TCCAGACAGGAAGGTGATCC      |                    |
| TPI1fwd     | CCCTGGCATGATCAAAGACT      | NM_000365          |
| TPI1rev     | TCTGCGATGACCTTTGTCTG      |                    |

**Supplementary Table S2: cDNA microarray data of 786-O VHL<sup>-</sup> and VHL<sup>+</sup> RCC cells incubated under different oxygen conditions****Supplementary Table S3: Number of VHL<sup>-</sup> and/or hypoxia-regulated genes and proteins**

| sample                  | 786-O hypoxia vs.<br>786-O normoxia | VHL normoxia vs.<br>786-O normoxia | VHL hypoxia vs.<br>VHL normoxia | VHL hypoxia vs. 786-<br>O normoxia |
|-------------------------|-------------------------------------|------------------------------------|---------------------------------|------------------------------------|
| microarray total number | 194                                 | 1202                               | 186                             | 1292                               |
| Up-regulated            | 106                                 | 538                                | 102                             | 606                                |
| Down-regulated          | 88                                  | 664                                | 84                              | 686                                |
| 2DE total number        | 9                                   | 28                                 | 2                               | 39                                 |
| Up-regulated            | 9                                   | 15                                 | 2                               | 28                                 |
| Down-regulated          | 0                                   | 13                                 | 0                               | 11                                 |

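The table gives, for each of its comparisons, how many transcripts of the arrays and how many protein spots of the gels were called, and splits them by direction. Its last comparison sets VHL+ cells under hypoxia against VHL- cells under normoxia, so both VHL status and oxygen differ in it. In this comparison, NID2 had a log2 fold change of -3.88 and RAB31 one of 3.51 on the arrays, NDRG1 one of 0.81 and SLC2A1 one of 0.41. NID2 (adjusted p = 6.20e-12) and RAB31 (adjusted p = 3.15e-11) passed in limma, as did NDRG1 (adjusted p = 0.00139), while SLC2A1 did not (adjusted p = 0.143). In all, 1927 transcript clusters were higher and 628 lower, and 1127 higher and 1068 lower after quantile normalization, which moved the share of higher calls from 75.4% to 51.3%. Without VHL+ hypoxia replicate 1 or 2 the calls fell to 212 and 230.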

Differentially expressed cDNAs and proteins of the comparison of VHL<sup>-</sup>/VHL<sup>+</sup> 786-O cells during normoxia and hypoxia incubation. Transcriptome and proteome analysis were determined as outlined in materials and methods. Differentially expressed genes were defined by one-way ANOVA with a *p* value <0.005 and proteins found to be at least two-fold regulated (factor  $\geq 2.0$  or  $\leq 0.50$ ; *p*  $\leq 0.05$ ).

**Supplementary Table S4: Overlap of different expressed genes of the comparison of 786-O VHL<sup>-</sup> and VHL<sup>+</sup> cells during normoxia and hypoxia**

**Supplementary Table S5: Differentially expressed proteins identified by 2DE followed by peptide mass fingerprint**

| Setting                                                    | Gene Symbol | Ratio | Fold-Change |
|------------------------------------------------------------|-------------|-------|-------------|
| <b>VHL<sup>+</sup> vs. VHL<sup>-</sup> during normoxia</b> |             |       |             |
|                                                            | KRT8        | 0.13  | -7.69       |
|                                                            | SOD2        | 0.25  | -4          |
|                                                            | ENO2        | 0.27  | -3.70       |
|                                                            | EZR         | 0.31  | -3.23       |
|                                                            | SEPT11      | 0.35  | -2.86       |
|                                                            | PDCD6IP     | 0.41  | -2.44       |
|                                                            | PPP1CC      | 0.42  | -2.38       |
|                                                            | TPI1        | 0.45  | -2.22       |
|                                                            | GMPS        | 0.46  | -2.17       |
|                                                            | ENO1        | 0.47  | -2.13       |
|                                                            | FAH         | 0.47  | -2.13       |
|                                                            | AKR1B1      | 0.47  | -2.13       |
|                                                            | TPI1        | 0.48  | -2.08       |
|                                                            | PKM2        | 0.49  | -2.04       |
|                                                            | UQCRC1      | 2.00  | 2           |
|                                                            | PGAM1       | 2.02  | 2.02        |
|                                                            | G6PD        | 2.02  | 2.02        |
|                                                            | HSPA4       | 2.16  | 2.16        |
|                                                            | SAHH        | 2.75  | 2.75        |
|                                                            | ANXA4       | 2.78  | 2.78        |
|                                                            | VDAC1       | 2.89  | 2.89        |
|                                                            | PRDX3       | 2.92  | 2.92        |
|                                                            | APRT        | 3.17  | 3.17        |
|                                                            | PRDX2       | 3.56  | 3.56        |
|                                                            | GSTP1       | 4.55  | 4.55        |
|                                                            | QPRT        | 4.68  | 4.68        |
|                                                            | TXN         | 6.08  | 6.08        |
|                                                            | UCHL1       | 6.28  | 6.28        |
| <b>VHL<sup>-</sup> hypoxia vs. normoxia</b>                |             |       |             |
|                                                            | MSN         | 2.0   | 2           |
|                                                            | XRCC5       | 2.1   | 2.1         |

(Continued)

| Setting                                                   | Gene Symbol | Ratio | Fold-Change |
|-----------------------------------------------------------|-------------|-------|-------------|
|                                                           | ACO1        | 2.1   | 2.1         |
|                                                           | C22orf28    | 2.4   | 2.4         |
|                                                           | GANAB       | 2.7   | 2.7         |
|                                                           | EIF3B       | 2.7   | 2.7         |
|                                                           | EEF2        | 2.8   | 2.8         |
|                                                           | EIF5A       | 3.7   | 3.7         |
|                                                           | VCL         | 4.4   | 4.4         |
| <b>VHL<sup>+</sup> vs. VHL<sup>-</sup> during hypoxia</b> |             |       |             |
|                                                           | CFL1        | 0.06  | -16.67      |
|                                                           | KRT19       | 0.22  | -4.55       |
|                                                           | PCNA        | 0.32  | -3.13       |
|                                                           | TGM2        | 0.34  | -2.94       |
|                                                           | SOD2        | 0.34  | -2.94       |
|                                                           | FABP5       | 0.36  | -2.78       |
|                                                           | PSME1       | 0.38  | -2.63       |
|                                                           | KRT8        | 0.38  | -2.63       |
|                                                           | SERPINB9    | 0.42  | -2.38       |
|                                                           | CLR         | 0.49  | -2.04       |
|                                                           | ACO1        | 0.49  | -2.04       |
|                                                           | MAPK1       | 2.01  | 2.01        |
|                                                           | VDAC1       | 2.03  | 2.03        |
|                                                           | GLRX3       | 2.05  | 2.05        |
|                                                           | WDR1        | 2.06  | 2.06        |
|                                                           | NAPA        | 2.07  | 2.07        |
|                                                           | PPP2CA      | 2.07  | 2.07        |
|                                                           | G6PD        | 2.08  | 2.08        |
|                                                           | HSP90B1     | 2.09  | 2.09        |
|                                                           | ENO1        | 2.11  | 2.11        |
|                                                           | SDHA        | 2.16  | 2.16        |
|                                                           | VDAC2       | 2.23  | 2.23        |
|                                                           | ALDOA       | 2.30  | 2.3         |
|                                                           | ALDH9A1     | 2.36  | 2.36        |
|                                                           | EFHD2       | 2.39  | 2.39        |
|                                                           | SEPT8       | 2.40  | 2.4         |
|                                                           | PRDX1       | 2.66  | 2.66        |
|                                                           | ERP29       | 2.77  | 2.77        |

(Continued)

| Setting                                     | Gene Symbol | Ratio | Fold-Change |
|---------------------------------------------|-------------|-------|-------------|
|                                             | QPRT        | 2.94  | 2.94        |
|                                             | ECHS1       | 3.03  | 3.03        |
|                                             | ANXA4       | 3.34  | 3.34        |
|                                             | PRDX2       | 4.19  | 4.19        |
|                                             | LPP         | 4.50  | 4.5         |
|                                             | RPS12       | 5.35  | 5.35        |
|                                             | FHL2        | 8.78  | 8.78        |
|                                             | UCHL1       | 9.67  | 9.67        |
|                                             | GSTP1       | 12.3  | 12.3        |
|                                             | PFD2        | 22.67 | 22.67       |
|                                             | ADI1        | 29.66 | 29.66       |
| <b>VHL<sup>+</sup> hypoxia vs. normoxia</b> |             |       |             |
|                                             | FTL         | 3.06  | 3.06        |
|                                             | NDRG1       | 2.03  | 2.03        |

550 µg protein lysate isolated from VHL<sup>-</sup>/VHL<sup>+</sup> 786-O cells incubated under normoxic or hypoxic (1 % O<sub>2</sub>, 48 h) conditions respectively, were loaded onto IPG strips (pH 3–10, non-linear, Amersham Biosciences) followed by an isoelectric focusing and second-dimension SDS-PAGE separation (13 %) and staining with colloidal Coomassie as described (13). The gels were analyzed using the Delta2D software package (Decodon). Proteins found to be at least two-fold regulated (factor ≥ 2.0 or ≤ 0.50;  $p \leq 0.05$ ) were subjected to mass spectrometric identification.

**Supplementary Table S6: Functional classification of differentially expressed metabolic proteins**

| Metabolic function                            | VHL-dependent                 | hypoxia-dependent   |
|-----------------------------------------------|-------------------------------|---------------------|
| Glycolysis                                    | PKM2 ↓ ENO2 ↓ TPI1 ↓ PGAM 1 ↑ | TPI1, ALDOA, ENO2 ↑ |
| Citrate cycle/mitochondrial respiratory chain | ACO1 ↓ UQCRC1, ECHS1, SDHA ↑  | -                   |
| Fatty acid uptake                             | FABP5 ↓                       | -                   |
| Energy metabolism                             | GMPS ↓                        | GANAB ↑             |
| Crosslinking of proteins                      | TGM 2 ↓ ANXA4 ↑               | TGM2 ↑              |
| ROS degradation                               | PRDX2+3, GSTP1 ↑ SOD2 ↓       | PRDX1+2, TXN ↑      |

Via 2DE-based proteome analysis followed by mass spectrometry identified proteins, as described in material and methods, were validated via qPCR and immunoblot analysis and classified in the different metabolic functions. ↑ up-regulated ↓ down-regulated.

How the deposited data were processed for this re-analysis (not part of the article)

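Total RNA of 786-O cells without (VHL-) and with (VHL+) an expression vector for VHL, kept under normoxia or at 1% O_2_ for 24 h, had been hybridized to Affymetrix Human GeneChip gene arrays, 2 replicates for each of 4 groups. According to the methods, the authors normalized the arrays by Robust Multichip Average (RMA) in Partek Genomic Suite; their version is not named in the paper's text. The deposited values are log2 signals per transcript cluster and run from 4.81 to 14.0, with no missing value, and the arrays' medians lie between 6.60 and 6.91. Replicates had a Pearson correlation across transcript clusters, which are not independent replicates, between 0.991 and 0.994.

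The deposited values were taken without a further transformation. All 33297 transcript clusters were tested, with gene symbols from the annotation of the array; a gene is represented by the cluster with 1 symbol and the highest mean signal. Comparisons were made with limma 3.58.1 in R 4.3.3, as contrasts of a fit with 1 mean per group (4 residual and 14.0 prior degrees of freedom), with p values adjusted by the method of Benjamini and Hochberg over all transcript clusters and a threshold of 0.05. The comparisons were hypoxia vs. normoxia in VHL- and in VHL+ cells, VHL+ vs. VHL- cells under normoxia and under hypoxia, VHL+ cells under hypoxia vs. VHL- cells under normoxia, and the interaction of VHL and hypoxia; the effects of VHL and of hypoxia over all arrays came from a fit with both factors. The 22 gene lists were HIF target genes, HIF2A targets of renal carcinoma, glycolytic enzymes, citric acid cycle, respiratory chain, lactate and pH handling, amino acid synthesis, amino acid transporters, reactive oxygen species and glutathione, lipid and cholesterol synthesis, extracellular matrix, matrix metalloproteases, cytokines and NF-kB targets, interferon-stimulated genes, MHC class I antigen processing, cell cycle, epithelial markers, mesenchymal markers, kidney tubule genes, the unfolded protein and amino acid stress response, markers of other cell types and reference genes. They were tested with camera at a preset correlation of 0.01, adjusted over the lists of a comparison. Overlaps of calls were set beside the product of the numbers of calls divided by the number of clusters and beside 100 simulations without group differences. For Table S5, the signs of protein and mRNA changes were compared by an exact binomial test, and their ranks by Spearman's rho with a permutation p.

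The genes named are, for hypoxia in each cell type and for VHL under each oxygen condition, the 10 largest rises and the 10 largest falls among clusters with 1 symbol that passed and whose replicates do not overlap, or all of them where fewer passed; the 5 largest each way for the effects over all arrays and the interaction; the genes the paper names in its text, Table S4, Table S5 and Fig. 2C; and up to 4 called members of each list, or the 2 with the smallest p where none was called. The values of Table S2 had been seen when this rule was written.

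As alternatives, the methods' one-way test was run on each pair of groups and over the 4 groups at an unadjusted p under 0.005, where 166 clusters are expected by chance, and with adjustment. Further alternatives were limma at an unadjusted p under 0.005, a minimum change of 2-fold, a fit to the compared groups alone, a trend with robust estimation, the replicate number as a block, dim clusters left out, clusters with 1 symbol only, the mean of a gene's clusters, quantile normalization, median centring, no covariate, camera with an estimated correlation, and each array left out in turn. Splits of the arrays with the replicate number as a block, and quantile normalization combined with the methods' test on 2 groups, with that test over 4 groups, and with limma at an unadjusted p, were added after the values had been seen, as was the comparison of the proteins of Table S5 under hypoxia with the mRNA of VHL+ cells under hypoxia vs. VHL- cells under normoxia. The fits were also tested on simulated data with the spread of the arrays: in VHL+ vs. VHL- cells under normoxia, limma recovered 97.0% of simulated changes of 1 on the log2 scale and 10.4% of changes of 0.5, with 9 false calls, and the methods' test on 2 groups recovered 65.2% of changes of 2, with 161 false calls. A list shifted in the simulated data had a camera adjusted p of 2.81e-26, and no other list passed. The correlations estimated from the arrays ran from 0.0321 for mesenchymal markers to 0.727 for markers of other cell types. The check does not show that the preset correlation of 0.01 limits false calls of lists with such correlations. The number of arrays limits the precision of every value. The functional classes of PANTHER, the pathway analysis, the assays of metabolism, qPCR and protein gels were not analysed here.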

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

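The tests of level differences between arrays and of single arrays were chosen after the results were seen.

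With all arrays, hypoxia moved several gene lists by different amounts in VHL+ and VHL- cells, by camera on the interaction, but each of these calls ended when 1 array was left out. HIF target genes (adjusted p = 7.53e-06; adjusted p = 0.528 with an estimated correlation), HIF2A targets (1.47e-07), cytokine and NF-kB target genes (1.47e-07) and interferon-stimulated genes (4.39e-05) rose more in VHL+ cells, the last 3 lists each with adjusted p = 0.320 with an estimated correlation. Amino acid synthesis (1.47e-07; adjusted p = 0.320 with an estimated correlation) and amino acid transporters (0.00186, 0.232 after quantile normalization; adjusted p = 0.528 with an estimated correlation) lay on the other side relative to all genes, although the median interaction values of these lists were 0.17 and 0.12 and their means -0.01 and 0.09. The 4 lists with a larger rise in VHL+ cells did not pass without VHL+ hypoxia replicate 2 (0.698, 0.122, 0.292 and 0.942, in the order given). Amino acid synthesis did not pass without VHL- normoxia replicate 1 (0.0717) or VHL+ hypoxia replicate 1 (0.104) or with median centring (0.193), nor amino acid transporters without replicate 1 of VHL- cells under normoxia (0.741) or hypoxia (0.0817) or with median centring (0.299). The interaction called 2 transcript clusters, both with no gene symbol here, with interaction values of 2.16 and 2.10 on the log2 scale; their log2 fold changes with hypoxia were -1.67 and -1.58 in VHL- and 0.50 and 0.52 in VHL+ cells, and neither was called after quantile normalization.

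Some lists that the paper does not discuss passed camera. Cell cycle genes were lower with hypoxia in VHL- cells (adjusted p = 5.58e-05; adjusted p = 0.533 with an estimated correlation). Epithelial markers were lower with VHL under normoxia (adjusted p = 0.00728; adjusted p = 0.682 with an estimated correlation). Lipid and cholesterol synthesis was lower with VHL under normoxia (adjusted p = 0.00318; adjusted p = 0.623 with an estimated correlation) and higher with hypoxia in VHL+ cells (adjusted p = 0.000159; adjusted p = 0.313 with an estimated correlation). Cytokine and NF-kB target genes were lower with VHL under hypoxia (adjusted p = 8.80e-09; adjusted p = 0.364 with an estimated correlation) and higher with hypoxia in VHL+ cells (adjusted p = 1.42e-09; adjusted p = 0.225 with an estimated correlation).

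Under normoxia, cytokine and NF-kB target genes were lower in VHL+ than in VHL- cells (camera, adjusted p = 1.91e-13; adjusted p = 0.256 with an estimated correlation). A difference in level between whole arrays is argued against by the list's adjusted p of 7.04e-09 in the same direction after quantile normalization. Dependence on a single array is argued against by the highest adjusted p of 3.26e-09 over the fits that each leave out 1 array. The untransfected control leaves an effect of transfection or selection open, which was not tested, beside an effect of VHL itself. Correlation among the list's genes also stays open, since the list did not pass with an estimated correlation.

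With hypoxia in VHL- cells, the unfolded protein and amino acid stress response was higher (camera, adjusted p = 1.50e-15), as was amino acid synthesis, both with adjusted p = 0.255 with an estimated correlation. After quantile normalization the higher adjusted p of these lists was 0.000861, which argues against level differences between arrays as the whole cause. Over the fits that each leave out 1 array it was at most 2.24e-05, which argues against a single array. A response to hypoxia and an unrecorded difference in culture between the groups, such as nutrient use, both stay open, as neither was tested.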

How the results depend on the processing

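Settings that combine quantile normalization with another test, the reading of Table S5 after Table S3, and the splits of the arrays with a replicate block were chosen after the values were seen; all others were set before. Most values of named genes and lists stayed on their side of the threshold: under quantile normalization 691 values kept their direction and side of the threshold, 128 fell below it and 26 rose past it, under median centring 679 values kept their direction and side of the threshold, 153 fell below it and 13 rose past it, and without VHL+ hypoxia replicate 1 652 values kept their direction and side of the threshold, 185 fell below it and 8 rose past it. Counts of calls moved with the setting as follows, and the cause was not tested. Where the array left out is not part of a comparison, the log2 fold changes of that comparison stay the same. Only the estimated spread then moved its count. For reference, limma at an adjusted p under 0.05 called 22 clusters for hypoxia in VHL- cells, 1587 for VHL under normoxia, 51 for hypoxia in VHL+ cells, 2555 for VHL+ cells under hypoxia vs. VHL- cells under normoxia, 3873 for VHL under hypoxia, 2 for the interaction, 4770 for VHL over both oxygen conditions and 57 for hypoxia over both cell types, with 1058 shared and 28 opposite. The methods' test on pairs of groups at an unadjusted p under 0.005 gave 253 for hypoxia in VHL- cells, 288 for VHL under normoxia, 121 for hypoxia in VHL+ cells, 497 for VHL+ cells under hypoxia vs. VHL- cells under normoxia, 400 for VHL under hypoxia, 1936 for VHL over both oxygen conditions, 36 for hypoxia over both cell types, 23 for the calls shared by VHL under normoxia and hypoxia and 9 for the clusters opposite with VHL and with hypoxia. With adjustment, that test gave 0 for hypoxia in VHL- cells and for hypoxia in VHL+ cells and for hypoxia over both cell types and for the calls shared by VHL under normoxia and hypoxia and for the clusters opposite with VHL and with hypoxia, 1 for VHL under normoxia and for VHL+ cells under hypoxia vs. VHL- cells under normoxia and for VHL under hypoxia and 976 for VHL over both oxygen conditions. Over the 4 groups together, the methods' test at an unadjusted p under 0.005 gave 109 for hypoxia in VHL- cells, 506 for VHL under normoxia, 136 for hypoxia in VHL+ cells, 722 for VHL+ cells under hypoxia vs. VHL- cells under normoxia, 1041 for VHL under hypoxia, 146 for the interaction, 1458 for VHL over both oxygen conditions, 88 for hypoxia over both cell types and 274 for the calls shared by VHL under normoxia and hypoxia. Adjustment of the test over 4 groups gave 0 for hypoxia in VHL- cells and for hypoxia in VHL+ cells and for VHL+ cells under hypoxia vs. VHL- cells under normoxia and for the interaction and for hypoxia over both cell types and for the clusters opposite with VHL and with hypoxia, 7 for VHL under normoxia, 20 for VHL under hypoxia, 110 for VHL over both oxygen conditions and 6 for the calls shared by VHL under normoxia and hypoxia. limma at an unadjusted p under 0.005 gave 312 for hypoxia in VHL- cells, 382 for hypoxia in VHL+ cells, 183 for the interaction, 425 for hypoxia over both cell types and 117 for the clusters opposite with VHL and with hypoxia. A minimum change of 2-fold gave 13 for hypoxia in VHL- cells, 368 for VHL under normoxia, 23 for hypoxia in VHL+ cells, 432 for VHL+ cells under hypoxia vs. VHL- cells under normoxia, 505 for VHL under hypoxia, 384 for VHL over both oxygen conditions, 10 for hypoxia over both cell types, 246 for the calls shared by VHL under normoxia and hypoxia and 12 for the clusters opposite with VHL and with hypoxia. Fits to the compared groups alone gave 0 for hypoxia in VHL- cells, 250 for VHL under normoxia, 228 for hypoxia in VHL+ cells and 217 for the calls shared by VHL under normoxia and hypoxia. A trend with robust estimation gave 220 for hypoxia in VHL- cells, 182 for hypoxia in VHL+ cells, 89 for the interaction, 206 for hypoxia over both cell types and 73 for the clusters opposite with VHL and with hypoxia. Leaving out dim clusters gave 2 for hypoxia in VHL- cells and for the clusters opposite with VHL and with hypoxia, 8 for hypoxia in VHL+ cells, 0 for the interaction, 12 for hypoxia over both cell types and 7 gene lists called for VHL under normoxia. Clusters with 1 symbol alone gave 4 for hypoxia in VHL- cells and 0 for the interaction. Quantile normalization with limma gave 0 for hypoxia in VHL- cells and for the interaction, 1 for hypoxia in VHL+ cells and for the clusters opposite with VHL and with hypoxia, 1831 for VHL under hypoxia, 3 for hypoxia over both cell types, 3 proteins with the sign of their mRNA for hypoxia in VHL- cells, 28 gene lists called over the comparisons, 5 gene lists called for hypoxia in VHL- cells and 7 gene lists called for VHL under normoxia and for VHL under hypoxia. Median centring with limma gave 0 for hypoxia in VHL- cells and for the interaction and for hypoxia over both cell types, 1 for hypoxia in VHL+ cells and for the clusters opposite with VHL and with hypoxia, 1423 for VHL under hypoxia, 4 proteins with the sign of their mRNA for hypoxia in VHL- cells, 28 gene lists called over the comparisons, 7 gene lists called for VHL under normoxia and 6 gene lists called for VHL under hypoxia. Without the covariate, limma gave 0 for hypoxia over both cell types. At an unadjusted p under 0.05, limma gave 1765 clusters for hypoxia in VHL- cells, 2052 for hypoxia in VHL+ cells, 1869 for the interaction and 1649 for hypoxia over both cell types, and 1906, 1815, 963 and 3020 after quantile normalization. With 33297 clusters tested, 1649 is no more than chance alone gives on average, so counts near it do not show an effect. Quantile normalization with the methods' test on pairs of groups gave 178 for hypoxia in VHL- cells, 415 for VHL under normoxia, 177 for hypoxia in VHL+ cells, 548 for VHL+ cells under hypoxia vs. VHL- cells under normoxia, 492 for VHL under hypoxia, 205 for hypoxia over both cell types, 48 for the calls shared by VHL under normoxia and hypoxia, 12 for the clusters opposite with VHL and with hypoxia and 3 proteins with the sign of their mRNA for hypoxia in VHL- cells. With that test over the 4 groups it gave 199 for hypoxia in VHL- cells, 209 for hypoxia in VHL+ cells, 1339 for VHL+ cells under hypoxia vs. VHL- cells under normoxia, 1292 for VHL under hypoxia, 120 for the interaction, 2399 for VHL over both oxygen conditions, 315 for hypoxia over both cell types, 62 for the clusters opposite with VHL and with hypoxia and 3 proteins with the sign of their mRNA for hypoxia in VHL- cells. With limma at an unadjusted p under 0.005 it gave 249 for hypoxia in VHL- cells, 2429 for VHL under normoxia, 251 for hypoxia in VHL+ cells, 2374 for VHL under hypoxia, 82 for the interaction, 564 for hypoxia over both cell types, 83 for the clusters opposite with VHL and with hypoxia and 3 proteins with the sign of their mRNA for hypoxia in VHL- cells. Camera with an estimated correlation called 0 lists in each comparison (lowest adjusted p = 0.123), against 44 over the comparisons other than the interaction at the preset correlation, of which 10 for hypoxia in VHL- cells, 11 for VHL under normoxia, 10 for hypoxia in VHL+ cells and 13 for VHL under hypoxia, and 6 for the interaction.

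Leaving out each array in turn gave 2 to 282 for hypoxia in VHL- cells, 473 to 2551 for VHL under normoxia, 0 to 354 for hypoxia in VHL+ cells, 212 to 3778 for VHL+ cells under hypoxia vs. VHL- cells under normoxia, 256 to 5090 for VHL under hypoxia, 0 to 203 for the interaction, 2422 to 6125 for VHL over both oxygen conditions, 0 to 264 for hypoxia over both cell types, 180 to 1689 for the calls shared by VHL under normoxia and hypoxia, 0 to 129 for the clusters opposite with VHL and with hypoxia, 1 to 3 proteins with the sign of their mRNA for hypoxia in VHL- cells, 6 to 12 gene lists called for hypoxia in VHL+ cells and 5 to 10 gene lists called for the interaction, where a group left with 1 array was assumed to vary like the others. The lowest counts of clusters called came without VHL+ hypoxia replicate 1 or 2. For the overlap of VHL under normoxia with VHL+ cells under hypoxia vs. VHL- cells under normoxia, these fits gave 165 to 1903, against 1140 with all arrays. For the unfolded protein and amino acid stress response, interaction of VHL and hypoxia, the adjusted p was 0.661 with all arrays, went from 0.000371 without VHL- normoxia replicate 2 to 0.722 without VHL- hypoxia replicate 2, and was 0.0452 in the other direction without VHL- normoxia replicate 1.

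The labels number the replicates, and arrays of the same number shared part of their deviation from the group means: r was 0.605 between VHL- cells under normoxia and hypoxia, 0.305 between VHL+ cells under normoxia and hypoxia, and 0.0503 to 0.210 between the other groups. With the replicate number as a block there were 220 for hypoxia in VHL- cells, 2518 for VHL under normoxia, 336 for hypoxia in VHL+ cells, 98 for the interaction, 328 for hypoxia over both cell types, 1707 for the calls shared by VHL under normoxia and hypoxia and 140 for the clusters opposite with VHL and with hypoxia. For named genes that passed with this block and not without it, the adjusted p followed the size of the log2 fold change alone within each comparison. With VHL under normoxia, DLST had 0.47 (adjusted p = 0.0421) and UCHL1 0.58 (adjusted p = 0.00533). These gains act as a cut-off on the fold and do not show that pairing made the tests more precise. Reference genes with hypoxia in VHL- cells turned direction with this block (adjusted p = 0.0293). Lists that passed with this block and not without it were amino acid transporters (lower, 0.0119), extracellular matrix and basement membrane (lower, 0.00245) and kidney tubule genes (lower, 0.00263) with VHL under normoxia, lactate and pH handling (higher, 0.0312) and amino acid transporters (higher, 0.0157) with hypoxia in VHL+ cells, reactive oxygen species and glutathione (higher, 0.0201) and extracellular matrix and basement membrane (lower, 0.00417) with VHL under hypoxia and cell cycle (higher, 0.0163) and reference genes (higher, 0.00200) for the interaction; with VHL under normoxia the citric acid cycle (0.0742) and cell cycle (0.0553) lists no longer passed. Signals near the background limit what can be seen for dim genes, which the fit without dim clusters leaves out.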

Differences from the paper's values

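The settings that combine quantile normalization with another test were chosen after the values were seen. The paper's lists use a one-way test at an unadjusted p under 0.005, and the counts here limma at an adjusted p under 0.05, so the thresholds differ.

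For VHL+ cells under hypoxia vs. VHL- cells under normoxia, the paper's number is 1292 and the number here 2555. Dim clusters left out (1905), median centring (1852) and leaving out VHL- normoxia replicate 1 (1752) came within 1.5 times of the paper's number, and the other alternatives set before the data were examined did not. For the higher transcripts of this comparison, the paper's number is 606 and the number here 1927. The methods' test on pairs of groups (409) and the methods' test over 4 groups (546) came within 1.5 times of the paper's number, and the other alternatives set before the data were examined did not. The text of the paper gives the same total for VHL under hypoxia. With VHL under hypoxia, the paper's number is 1292 and the number here 3873. The methods' test over 4 groups (1041), quantile normalization (1831) and median centring (1423) came within 1.5 times of the paper's number, and the other alternatives set before the data were examined did not. In these comparisons, quantile normalization with the methods' test over 4 groups (1339 for VHL+ cells under hypoxia vs. VHL- cells under normoxia, 691 of them higher, 1292 for VHL under hypoxia), chosen after seeing the values, came within that range, and did not call 175 of the 897 genes matched from the paper's list for VHL under normoxia, against 365 not called by limma here.

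For hypoxia in VHL- cells, the paper's number is 194 and the number here 22. The methods' test on pairs of groups (253), the replicate block (220), a trend with robust estimation (220) and leaving out VHL- normoxia replicate 1 (152), VHL- hypoxia replicate 1 (163), VHL+ normoxia replicate 1 (138), VHL- normoxia replicate 2 (136), VHL- hypoxia replicate 2 (282), VHL+ normoxia replicate 2 (138) came within 1.5 times of the paper's number, and the other alternatives set before the data were examined did not. For the higher transcripts among them, the paper's number is 106 and the number here 7. No alternative set before the data were examined came within 1.5 times of the paper's number. For the lower ones, the paper's number is 88 and the number here 15. The methods' test over 4 groups (103) and leaving out VHL- normoxia replicate 1 (119), VHL- hypoxia replicate 1 (96), VHL+ normoxia replicate 1 (112), VHL- normoxia replicate 2 (85), VHL+ normoxia replicate 2 (112) came within 1.5 times of the paper's number, and the other alternatives set before the data were examined did not. For this comparison, quantile normalization with the methods' test on pairs of groups (178 in all, 96 higher, 82 lower), quantile normalization with the methods' test over 4 groups (199 in all, 111 higher, 88 lower) and quantile normalization with limma at an unadjusted p under 0.005 (249 in all, 126 higher, 123 lower), chosen after seeing the values, came within that range, and did not call 722, 175 and 96 of the 897 genes matched from the paper's list for VHL under normoxia, against 365 not called by limma here.

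For hypoxia in VHL+ cells, the paper's number is 186 and the number here 51. The methods' test over 4 groups (136), fits to the compared groups alone (228), a trend with robust estimation (182) and leaving out VHL- normoxia replicate 1 (209), VHL- normoxia replicate 2 (209) came within 1.5 times of the paper's number, and the other alternatives set before the data were examined did not. As to the higher transcripts, the paper's number is 102 and the number here 50. The methods' test on pairs of groups (114) and the methods' test over 4 groups (125) came within 1.5 times of the paper's number, and the other alternatives set before the data were examined did not. As to the lower transcripts, the paper's number is 84 and the number here 1. No alternative set before the data were examined came within 1.5 times of the paper's number. Here too, quantile normalization with the methods' test on pairs of groups (177 in all, 96 higher, 81 lower), quantile normalization with the methods' test over 4 groups (209 in all, 107 higher, 102 lower) and quantile normalization with limma at an unadjusted p under 0.005 (251 in all, 139 higher, 112 lower), chosen after seeing the values, came within that range, and did not call 722, 175 and 96 of the 897 genes matched from the paper's list for VHL under normoxia, against 365 not called by limma here.

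For the overlap of VHL under normoxia with VHL+ cells under hypoxia vs. VHL- cells under normoxia, the paper's number is 662 and the number here 1140. Dim clusters left out (807), clusters with 1 symbol (941), median centring (980) and leaving out VHL- normoxia replicate 1 (971) came within 1.5 times of the paper's number, and the other alternatives set before the data were examined did not. For the overlap of VHL under normoxia and VHL under hypoxia, the paper's number is 662 and the number here 1061. Dim clusters left out (767), clusters with 1 symbol (908), median centring (874) and leaving out VHL- normoxia replicate 1 (958), VHL+ normoxia replicate 2 (884) came within 1.5 times of the paper's number, and the other alternatives set before the data were examined did not. For the overlaps, quantile normalization with the methods' test over 4 groups (869, 811), chosen after seeing the values, came within that range, and did not call 175 of the 897 genes matched from the paper's list for VHL under normoxia, against 365 not called by limma here.

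The paper's text gives folds of approximately 60 for NID2 and 25 for RAB31, depending on the conditions analysed, without naming the comparison. For VHL under normoxia, its Table S2 gives folds of 55.7 and 28.6 and log2 values of -5.80 and 4.84. Here the folds in that comparison were 16.7 and 11.7, and the log2 values -4.06 and 3.54. No alternative set before the data were examined brought these values to the paper's. The lower of the signals behind each of these folds lies below the median of its arrays, no background was measured here, and where that signal is background the fold here is a lower bound. The paper's log2 value for GSTP1 is 4.43, against 3.94 here, and of the alternatives set before the data were examined only leaving out VHL- normoxia replicate 2 (4.15) came within the error. For hypoxia in VHL+ cells, the paper's log2 values are 0.33 for SLC2A1, 1.00 for HIF1A and 1.05 for NDRG1, against 1.49, -0.37 and 2.28 here, and no alternative set before the data were examined came within the error. The copy of Table S2 compared here holds only part of that table, with 1066 entries for VHL under normoxia and 150 for hypoxia in VHL+ cells, against the paper's totals of 1202 and 186. Over 897 genes matched from the paper's Table S2 for VHL under normoxia, 895 had the same sign, with a Pearson correlation across genes, which are not independent replicates, of 0.977 and a slope of the paper's log2 values on those here of 1.38; the values of SLC2A1, HIF1A, NDRG1, UQCRC1 and FAH for VHL under normoxia lay within the error of the paper's. For hypoxia in VHL+ cells, 59 of 124 matched genes had the same sign, with a correlation of -0.0424, and their median size here was 0.35 on the log2 scale against 0.12 for all genes; in no comparison here did the values of these genes have a Pearson correlation with the paper's above 0, and the highest Spearman's rho was 0.0143, with VHL under normoxia (0.0252 after quantile normalization).

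The paper names NID2 and RAB31 as the extremes of down- and up-regulation, while here COL6A3 (-4.25) had a lower log2 fold change than NID2 with VHL under normoxia, and GSTP1 (3.94) a higher one than RAB31; the signals of COL6A3 and NID2 in VHL+ cells and of RAB31 in VHL- cells lie below their arrays' medians, no difference between these genes was tested, and where such a signal is background the order is open. The paper ranks the genes shared by the VHL and hypoxia comparisons as fewer than those regulated by hypoxia in VHL- cells, while here 29 clusters were called in both of the former and 22 for the latter; the paper's order was reached with the methods' test on pairs of groups (10 and 253), the methods' test over 4 groups (42 and 109), limma at an unadjusted p under 0.005 (133 and 312), a 2-fold minimum (12 and 13), the replicate block (165 and 220) and a trend with robust estimation (83 and 220), when any 1 of the arrays was left out, and with the 3 settings that combine quantile normalization with another test, chosen after seeing the values, which did not call 722, 175 and 96 of the 897 genes matched from the paper's list for VHL under normoxia, against 365 with limma. Of the paper's genes in Table S4 for these comparisons none of the 24 measured was called in both here by limma (7 passed with VHL and 3 with hypoxia at an unadjusted p under 0.005). TMEM43 was called in both with limma at an unadjusted p under 0.005 and when either VHL- hypoxia replicate was left out; chosen after seeing the values, quantile normalization with the methods' test over 4 groups called ELAC1 and HIF1A in both, dropping 175 of the paper's 897 matched genes for VHL under normoxia, and with limma at an unadjusted p it called ELAC1, HIF1A and TMEM43, dropping 96 (limma on the deposited values dropped 365). Of those 897 genes, 532 were called here, 757 after quantile normalization, and 294 when VHL+ hypoxia replicate 1 or 2 was left out.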

Other observations

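The test of the share of higher calls and the splits with the replicate number as a block were chosen after the results were seen; the other splits of the arrays were planned.

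With VHL under normoxia, 6 of 29 cell cycle genes were higher and 1, CCND1, was lower (6 higher and 1 lower adjusted over the list alone; camera, adjusted p = 0.0223; adjusted p = 0.746 with an estimated correlation; 0.163 after quantile normalization). The call of this list ended without VHL- normoxia replicate 1 (0.418) or VHL+ normoxia replicate 2 (0.185), with median centring (0.167), without dim clusters (0.127) and with the replicate number as a block (0.0553). Genes of MHC class I antigen processing had 3 lower and no higher gene of 14 (4 lower adjusted over the list alone; camera, adjusted p = 0.0522), and with hypoxia in VHL+ cells they were higher as a list (median 0.15 relative to all genes; 1 higher adjusted over the list alone; camera, adjusted p = 0.000507; adjusted p = 0.541 with an estimated correlation), a call that ended when replicate 1 of VHL+ cells under normoxia (0.0868) or replicate 2 under hypoxia (0.745) was left out. Among epithelial markers, KRT19 and EPCAM were lower with VHL (EPCAM -1.08) of 17 (1 higher and 3 lower adjusted over the list alone). Mesenchymal markers went both ways (1 higher and 3 lower of 15; 1 higher and 3 lower adjusted over the list alone; camera, adjusted p = 0.837), and kidney tubule genes had 2 lower and no higher gene of 15 (1 higher and 3 lower adjusted over the list alone; camera, adjusted p = 0.113). The kidney tubule genes passed as lower with the replicate number as a block (adjusted p = 0.00263) and when VHL- normoxia replicate 1 or 2, VHL- hypoxia replicate 1 or 2 or VHL+ normoxia replicate 1 was left out (adjusted p from 0.000540 to 0.0396). Those of MHC class I antigen processing, with VHL, passed as lower when VHL- normoxia replicate 2, VHL- hypoxia replicate 1 or 2 or VHL+ normoxia replicate 2 was left out (adjusted p from 0.00530 to 0.0396). The stress response list, higher with hypoxia in both cell types, was lower with VHL under normoxia (median -0.21; 1 higher and 3 lower of 18, 1 higher and 4 lower adjusted over the list alone; camera, adjusted p = 0.00318; adjusted p = 0.682 with an estimated correlation), but not without VHL- normoxia replicate 2 (adjusted p = 0.204). Of 14 markers of other cell types none passed with VHL under normoxia in limma (camera, adjusted p = 0.386), and of 9 reference genes 1 was higher (1 higher and 1 lower adjusted over the list alone; camera, adjusted p = 0.386).

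Genes that the paper followed by qPCR or at the protein level had these log2 fold changes with VHL under normoxia on the arrays: ENO2 -0.91 (adjusted p = 0.0552), TPI1 -0.19 (adjusted p = 0.757), ALDOA 0.17 (adjusted p = 0.846), PKM -0.11 (adjusted p = 1.00), LDHA -0.10 (adjusted p = 1.00), LDHB 0.35 (adjusted p = 0.250) and SDHA 0.02 (adjusted p = 1.00). With hypoxia in VHL+ cells ENO2 had 0.81 (adjusted p = 0.476), TPI1 0.20 (adjusted p = 0.913) and ALDOA 0.19 (adjusted p = 0.924). With all arrays and no block none of these passed in limma. In 786-O cells the paper reports the ALDOA rise with hypoxia for VHL- cells, by qPCR. On the arrays of VHL- cells its log2 signals were 10.29 and 10.27 under normoxia and 10.15 and 10.43 under hypoxia. The paper's qPCR changes of TPI1 over its cell lines were larger than both values here. The log2 signals of ENO2 in VHL+ cells under normoxia were 7.26 in replicate 1 and 8.34 in replicate 2. They were 8.56 and 8.87 in VHL- cells under normoxia, and 8.34 and 8.89 in VHL+ cells under hypoxia. Both of its changes were therefore larger in replicate 1 than in replicate 2. For named genes gained with the replicate block or in a fit to the compared groups alone, the adjusted p followed the size of the log2 fold change alone. The spread of ENO2's replicates therefore did not visibly enter its p values in those fits. ENO2 passed as lower with VHL with the replicate number as a block (adjusted p = 6.14e-07), with a trend and robust estimation (0.000282) and when VHL- normoxia replicate 1 or 2, VHL- hypoxia replicate 1 or 2 or VHL+ normoxia replicate 2 was left out (adjusted p from 1.21e-06 to 0.0120). With hypoxia it passed as higher with the replicate number as a block (adjusted p = 0.000115), with a trend and robust estimation (0.0138), in a fit to the compared groups alone (0.000747) and when VHL- normoxia replicate 1 or 2, VHL- hypoxia replicate 1 or 2 or VHL+ normoxia replicate 2 was left out (adjusted p from 4.77e-05 to 0.00202).

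The splits were first fitted without the replicate number. With VHL over both oxygen conditions, 4770 clusters were called in limma. The highest count of any other split of the 8 arrays into 4 and 4 was 0. Of 34 splits 1, the real one, gave as many, which argues against chance in this planned test. These splits do not keep the replicate number, and no split that keeps it was run for VHL. With 17 such splits a share under 0.05 could not be reached, so splits that keep the replicate number could not decide the question. With hypoxia over both cell types, 57 clusters were called, and 4 of 34 splits gave as many, so chance was not excluded. The highest other count was 347, from the split of the arrays of replicate 1 against those of replicate 2, which points to a structure by replicate number; with that number as a block, hypoxia called 328 clusters, and the highest other count of the 17 splits that take 2 arrays of each number into each group was 231; 17 splits are too few for a share under 0.05.

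Most calls for VHL under hypoxia were higher (88.7% of calls). Differences in level between whole arrays are a candidate explanation: after quantile normalization 50.2% of calls were higher, though quantile normalization also removes any true shift of many genes, so a biological shift stays open.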
